# Mammalian splicing divergence is shaped by drift, buffering in *trans*, and a scaling law

**DOI:** 10.26508/lsa.202101333

**Published:** 2021-12-30

**Authors:** Xudong Zou, Bernhard Schaefke, Yisheng Li, Fujian Jia, Wei Sun, Guipeng Li, Weizheng Liang, Tristan Reif, Florian Heyd, Qingsong Gao, Shuye Tian, Yanping Li, Yisen Tang, Liang Fang, Yuhui Hu, Wei Chen

## Abstract

Alternative splicing is ubiquitous, but the mechanisms underlying its pattern of evolutionary divergence across mammalian tissues are still underexplored. Here, we investigated the *cis*-regulatory divergences and their relationship with tissue-dependent *trans*-regulation in multiple tissues of an F1 hybrid between two mouse species. Large splicing changes between tissues are highly conserved and likely reflect functional tissue-dependent regulation. In particular, micro-exons frequently exhibit this pattern with high inclusion levels in the brain. *Cis*-divergence of splicing appears to be largely non-adaptive. Although divergence is in general associated with higher densities of sequence variants in regulatory regions, events with high usage of the dominant isoform apparently tolerate more mutations, explaining why their exon sequences are highly conserved but their intronic splicing site flanking regions are not. Moreover, we demonstrate that non-adaptive mutations are often masked in tissues where accurate splicing likely is more important, and experimentally attribute such buffering effect to *trans*-regulatory splicing efficiency.

## Abstract (precis)

This study globally investigates the allelic splicing pattern in multiple tissues of an F1 hybrid mouse and reveals the underlying driving forces shaping such tissue-dependent splicing divergence.

## Introduction

Splicing is an important gene regulatory step in multicellular eukaryotes. Often the same pre-mRNA transcript can be spliced in various ways (Berget et al, 1977; Chow et al, 1977), leading to different combinations of exons in the mature transcript. This so-called alternative splicing (AS) contributes to the variety of the cellular transcriptome/proteome as well as to the fine tuning of gene expression on the post-transcriptional level (Nilsen & Graveley, 2010; Kelemen et al, 2013).

Individual examples for important biological roles of AS have been extensively documented (Braunschweig et al, 2013; Kelemen et al, 2013; Raj & Blencowe, 2015; Baralle & Giudice, 2017), and several studies suggest that large changes in relative isoform abundance between tissues are functionally relevant (Wang et al, 2008; Reyes et al, 2013; Tapial et al, 2017). In particular, a special class of exon which is 3–30 nucleotides in length, called micro-exon, is abundantly regulated in the nervous system and plays a neural-specific function (Irimia et al, 2014; Li et al, 2015). Nevertheless, it has been proposed that to a certain degree AS between organs or cell types can be explained as splicing noise because only a small percentage of isoforms detected on the transcript level has been confirmed on the protein level (Abascal et al, 2015; Tress et al, 2017a, 2017b), and the role of AS and nonsense-mediated decay in regulating gene expression levels appears to be limited (Saudemont et al, 2017). Recent studies on alternative polyadenylation (Xu & Zhang, 2018), alternative transcriptional initiation (Xu et al, 2019), and stop-codon read-through (Li & Zhang, 2019) by the Zhang laboratory documented that generally lowly expressed genes exhibit more variation in these molecular phenotypes, supporting the “error hypothesis,” that is, each gene has one optimal transcript isoform and alternative isoforms arise primarily from imprecise molecular processing rather than functional regulation.

A related question is the contribution of changes in AS to adaptive divergence between species. The neutral theory of molecular evolution states that most of the observed sequence variation within and between species is selectively neutral (Kimura, 1979, 1989). Purifying selection and random drift are the major forces determining the fate of new mutations, with positive selection only playing a minor role. The neutral model has been widely accepted as the null hypothesis in studies of sequence evolution, and the approach has been extended to molecular phenotypes and cellular morphology (Ho et al, 2017; Xu & Zhang, 2018; Zhang, 2018). In comparison to tissue-dependent mRNA expression levels, AS patterns generally diverge more rapidly in vertebrates (Barbosa-Morais et al, 2012; Merkin et al, 2012; Schaefke et al, 2018), and numerous variants within humans have been found to affect splicing patterns across tissues (Amoah et al, 2021). Whereas evolutionary divergence of AS between closely related mammalian species can be largely attributed to *cis*-regulatory changes (Gao et al, 2015), the global significance of these changes and their mechanistic relationship with tissue-dependent *trans*-regulation remain undetermined.

To investigate tissue-dependent AS and its role in gene regulatory divergence in mammals, we use an F1 hybrid between two mouse species (C57BL/6J, a laboratory strain largely derived from the *Mus musculus domesticus* subspecies [Bonhomme et al, 2008], and SPRET/EiJ, a wild-derived inbred *Mus spretus* strain [Dejager et al, 2009]). Using high-throughput RNA-seq, we investigate the *cis*-regulatory component of AS divergence between the two strains across six organs and embryonic stem cells (ESC). We examine the effects of AS on coding sequences (CDS) and compare the splicing patterns of different genes with various gene expression levels and evolutionary conservation. Our results suggest that the general patterns of *cis*-regulatory divergence between the two species largely conform to the neutral hypothesis of molecular evolution. But in many cases non-adaptive *cis*-regulatory changes in AS only become visible in tissues where accurate splicing likely is of lesser importance, whereas they appear to be buffered in tissues where the gene is highly expressed. To test the role of the *trans*-regulatory splicing machinery in this buffering, we chemically perturbed the spliceosome in F1 hybrid fibroblasts. Indeed, the magnitude of allelic divergence increased, and the effects of previously buffered *cis*-regulatory mutations became unveiled after splicing perturbation.

In addition, we find that the magnitude of allelic splicing divergence is not only dependent on the number of variants in regulatory regions, but that a *cis*-regulatory mutation could lead to a change of greater magnitude for an event with intermediate inclusion levels than for one with either very high or very low inclusion levels. This finding is in accordance with a recent study describing a scaling law based on the kinetics of competition between splice sites (Baeza-Centurion et al, 2019), showing the large-scale effect of this mechanism on AS divergence.

## Results

### AS diversity within and across tissues reflects both molecular error and functional regulation

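RNA sequencing (RNA-seq) libraries from 7 tissues of F1 hybrids between C57BL/6J, a laboratory strain of the house mouse, and SPRET/EiJ, an inbred strain of M. spretus, were analysed. The tissues were cerebral cortex, heart, kidney, lung, spleen, liver and embryonic stem cells (ESC), with 2 biological replicates each, 14 libraries in all. The organs came from mice aged 8 weeks, and the ESC replicates were separate clones. The authors aligned the reads with HISAT2 to the C57BL/6J genome (mm10, GRCm38) and to a SPRET/EiJ genome built from it, and counted reads over splice junctions with rMATS. For each skipped exon (SE) event and each library they deposited the number of junction reads that support inclusion of the alternative exon, the number that support skipping, and the effective lengths of both forms. Summed over all SE events, the total junction reads per library ranged from 46558287 to 129496306, with a median of 80580860. The paper's Methods and Table S1 give the larger numbers of sequenced reads; the values given here rest on the junction reads alone.

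The percent spliced in (PSI) was computed from the deposited counts as the inclusion count per effective length, divided by the sum of the inclusion and skipping counts per effective length. The percent dominant isoform (PDI) was |PSI − 0.5| + 0.5, from the mean PSI of both replicates. Following the paper, an event was expressed in a tissue with at least 20 junction reads in each of the 2 replicates. Events whose PSI was above 0.9 in each replicate of every expressing tissue, or below 0.1 in each, were left out, as were the sex chromosomes and the mitochondrial genome. Gene expression was taken from the authors' deposited table, as transcripts counted per fixed total of transcripts (TPM). With 2 replicates per tissue, the spread between replicates is known only roughly, and tests across events or genes describe these libraries, since events and genes are not replicates.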

We obtained samples from five different organs (cerebral cortex, heart, lung, kidney, spleen) and ESC derived from F1 (C57BL/6J x SPRET/EiJ) hybrid mice, and performed high-throughput RNA-seq for two biological replicates of each sample to quantify mRNA expression levels and AS pattern (see the Materials and Methods section; Fig 1A and Table S1). To cover more cell types, we included the liver data from the same animals obtained in our previous study (Gao et al, 2015).

**Figure 1.**
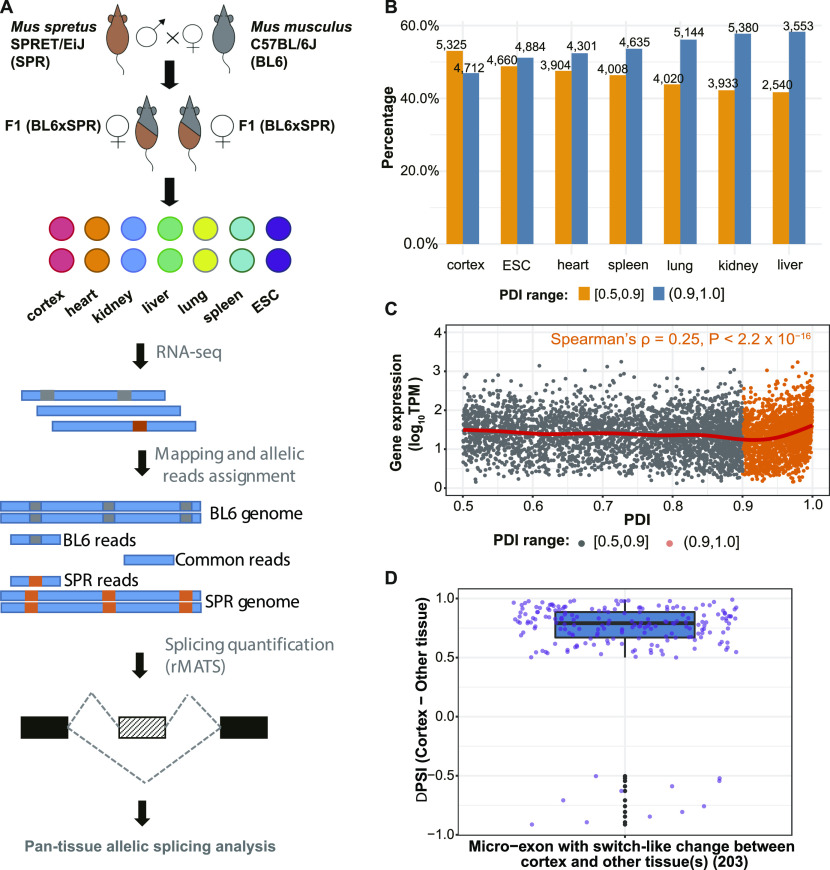
Quantification of alternative splicing patterns and diversity within and across tissues. **(A)** Scheme of experimental design. **(B)** Proportion of high percent dominant isoform (PDI) (PDI > 0.9) and low PDI (PDI ≤ 0.9) SE events within each tissue. Numbers on the top of bars indicate the number of events in corresponding categories. **(C)** Correlation of PDI of SE event and gene expression of the corresponding gene in cerebral cortex. **(B)** Events are classified into two groups based on PDI values as in (B). The regression line (red) is fitted with a generalized additive model. See also Tables S1–S4. **(D)** 203 micro-exons exhibit Switch-Like changes between cerebral cortex and other tissue(s). The percent spliced in difference between cerebral cortex and other tissues (cortex–most different tissue) reveals higher inclusion levels in cerebral cortex than in other tissues. Box plot elements: center line, median; box limits, lower and upper quartiles; whiskers, lowest, and highest value within 1.5 IQR.

Table S1 Sequencing and mapping statistics.

After read mapping (see the Materials and Methods section; Table S1), we quantified the abundance of different mRNA isoforms, measured by percent spliced in (PSI) (see the Materials and Methods section), and estimated the quality of our data (Fig S1). PSI values derived from total reads (including unambiguously assigned allelic reads and common reads, see the Materials and Methods section) were used for examining splicing diversity within single tissues as well as across tissues. A splicing event was considered as expressed in a tissue, if a minimum of 20 informative reads (spliced-in + spliced-out) mapped to the event in both replicate samples (see the Materials and Methods section). Given that skipped Exon (SE) events constituted the AS category of the highest abundance (Table S2), we focused on SE events throughout our analyses. 

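With these filters, the deposited counts gave 15120 SE events in 6734 genes, including the genes that are not protein-coding. The filter on events near a PSI of 0 or 1 decides this number: 91472 events were expressed in at least one tissue when it was left out.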

In total, 15,024 SE events were reliably detected in 6,660 protein-coding genes (Table S3). Among all SE events, 3,295 (21.9%) were expressed in only one tissue, 7,732 (51.5%) in two to six, and 3,997 (26.6%) in all the seven tissues (Fig S2A).

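Of the SE events in the deposited counts, 3465 (22.9%) were expressed in 1 tissue and 3914 (25.9%) in all 7 tissues. In between, 2107 events were expressed in 2 tissues, 1487 in 3, 1288 in 4, 1359 in 5 and 1500 in 6.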

**Figure S1.**
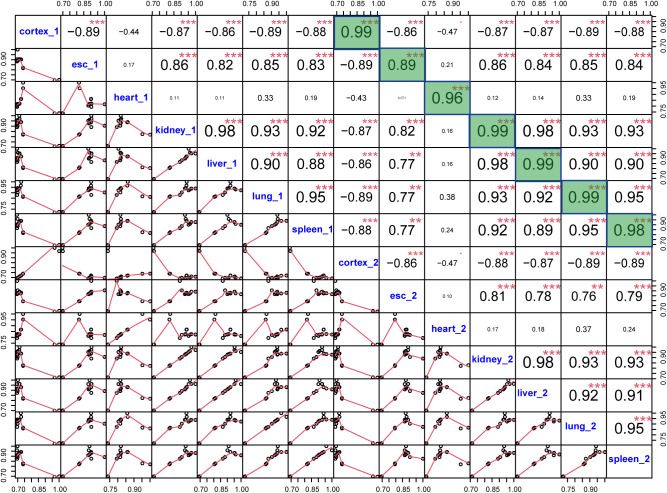
Correlations between pairs of the 14 samples (two biological replicates of the seven tissues/cell lines). The lower triangle shows the scatter plots of percent spliced in of sample pairs, and the upper triangle shows Pearson’s correlation coefficients of sample pairs. Correlation coefficients between replicates in each tissue/cell line are highlighted in green. The lower correlation between two replicate ES samples is likely due to the fact that the two samples are from two distinct ES clones.

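Across events, which are not independent replicates, Pearson's r between the PSI of both replicates was 0.904 in ESC over 9346 events. In the other tissues it lay between 0.953 in heart (8127 events) and 0.971 in kidney (9272 events). The median |ΔPSI| between replicates was 0.0664 in ESC and between 0.0239 in kidney and 0.0361 in heart for the organs. With reads thinned to 20 per replicate, r fell to 0.859 in ESC and to 0.910 in heart.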

Table S2 Statistics of alternative splicing events across tissues.

Table S3 Quantification of skipped exon events across tissues.

**Figure S2.**
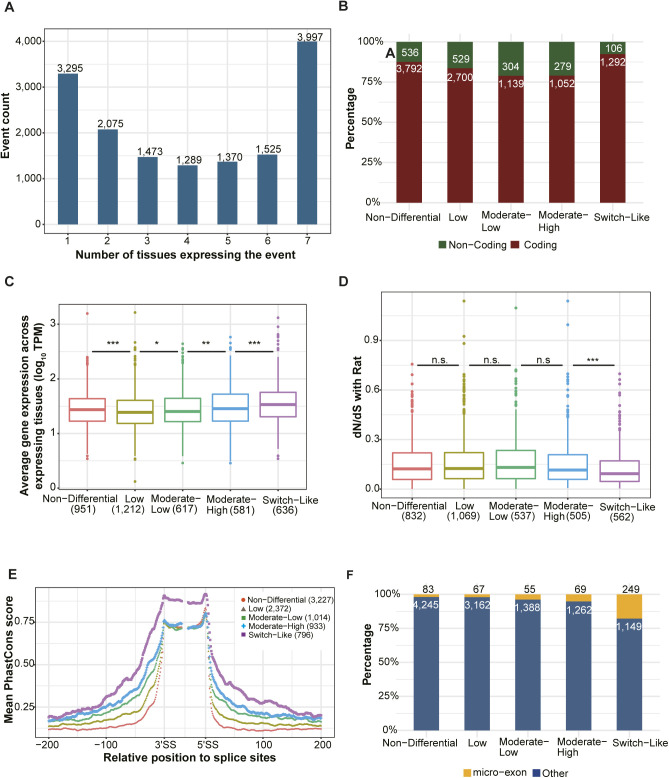
Switch-Like events show potentially functional importance. **(A)** Statistics of events expressed in different numbers of tissues. Numbers on the top of bars indicate the total number of events in corresponding categories. **(B, C, D, E)** Among the 11,729 events expressed in two or more tissues, 4,328 were classified as “Non-Differential” (switch score < 0.1), 3,229 as “Low” (0.1 ≤ switch score < 0.2), 1,443 as “Moderate-Low” (0.2 ≤ switch score < 0.3), 1,331 as “Moderate-High” (0.3 ≤ switch score < 0.5) and 1,398 as “Switch-Like” (switch score > 0.5). According to the error hypothesis, we would expect that genes with higher switch scores have lower expression levels and higher dN/dS ratios than those with smaller differences. However, we found patterns resembling U-shaped or hump-shaped distributions: “Non-Differential” and “Switch-Like” events both affect coding regions more often than events with “Moderate-Low” or “Moderate-High” switch scores (B; numbers in each bar denote the number of coding and non-coding SE events in the corresponding group). **(C, D)** Furthermore, the genes harboring events in either of these categories have higher expression levels (C) and those with “Switch-Like” events also have significantly lower dN/dS ratios than those with events in the “Low” and “Moderate-Low” categories (D). Importantly, the flanking regions of “Switch-Like” events also are more conserved (with higher PhastCons scores) than those of events in all three intermediate categories. **(E)** Events expressed in two or more tissues and with exon size ≥60 bp and intron size ≥200 bp were used. The mean PhastCons score of each position across events within the same tissue-regulatory group for exonic regions (including 30 bp at both 5′ and 3′ end of alternative exon) and intronic regions (200 bp flanking sequences on each side) around alternative splicing sites was compared between Switch-Like events and the other four tissue-regulatory groups. **(F)** Enrichment of micro-exons in Switch-Like events. Events expressed in two or more tissues are considered. Percentages of micro-exons (exons with length ≤ 30 bp) and regular exons are indicated for the five tissue-regulatory groups. Numbers within and on top of bars denote the number of regular exons and micro-exons in each group, respectively. **(B, C)** One-sided Wilcoxon rank-sum test was used in (B) and (C). Box plot elements: boxes span values from the first (Q1) to the third (Q3) quartile, with a horizontal line indicating the median (Q2). The whiskers extend from the edges of the box to the points representing the largest and smallest observed values within the 1.5 * IQR (interquartile range = Q3 − Q1) from the edges of the box. Outlier values are plotted as dots outside the whiskers. n.s. not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

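In the deposited counts, 11655 events were expressed in 2 or more tissues. By their switch score, 4295 (36.9%) were Non-Differential, 3235 (27.8%) Low, 1451 (12.4%) Moderate-Low, 1324 (11.4%) Moderate-High and 1350 (11.6%) Switch-Like. When events near a PSI of 0 or 1 were kept, the share of Switch-Like events was 2.81%.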

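Micro-exons, with a length of 30 bp or less, made up 232 (17.2%) of the Switch-Like events. The other groups held fewer, with 82 (1.91%) among Non-Differential, 66 (2.04%) among Low, 55 (3.79%) among Moderate-Low and 68 (5.14%) among Moderate-High events. The odds ratio of a micro-exon in the Switch-Like group against the other groups together was 7.68 (two-sided Fisher's exact test over events, p = 5.61e-89). Each replicate alone gave 6.80 and 7.20.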

We then investigated the patterns of splicing diversity within individual tissues, in each of which we defined the percent dominant isoform (PDI) of each expressed event as the relative usage of the dominant isoform in this tissue. 

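From the mean PSI of both replicates, 5329 (53.4%) of the 9974 SE events expressed in cerebral cortex had a PDI of 0.9 or less. The share was 48.8% in ESC (4564 of 9346 events), 47.9% in heart (3896 of 8127), 46.5% in spleen (3991 of 8588), 44.3% in lung (4034 of 9110), 42.7% in kidney (3960 of 9272) and 41.9% in liver (2540 of 6068). The odds ratio of cortex against ESC was 1.20 (two-sided Fisher's exact test over events, p = 1.77e-10), which compares these libraries only. With each replicate left out in turn, the odds ratio of the highest tissue against the next lay between 1.03 and 1.28, and the share in ESC between 46.2% and 54.5%. When events near a PSI of 0 or 1 were kept, the share was 14.3% in cortex and 15.5% in heart, so that cortex no longer ranked highest.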

Among all tissues, cerebral cortex showed the highest splicing complexity, with 21.7% of the expressed genes being alternatively spliced and 5,325 (53.1%) expressed SE events having PDI values below 0.9 (Fig 1B and Table S4).

Table S4 Diversity of alternative splicing in each tissue according to percent dominant isoform values of SE events.

The error hypothesis states that only the dominant isoform of a gene is functional and predicts that its relative usage is higher for genes whose mis-splicing would have a large deleterious phenotypic impact. Genes with lower expression levels would therefore be expected to contain more events with lower PDI values than highly expressed genes. Overall, we observe only a negligible correlation between the minimum PDI (among all SE events of a gene) and mRNA expression level, but a weak one when only considering genes with PDI larger than 0.9 (Fig 1C and Table S5). These events also show a strong negative correlation between the PDI and the PSI variation between biological replicates (Table S5). This suggests that minor splicing isoforms might indeed predominantly reflect molecular error for events with a PDI above 0.9, whereas the pattern for the remaining events is less clear.

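Spearman's rho between the minimum PDI of a gene and its mean TPM was computed across genes in each tissue. Over all genes it lay between −0.0109 in cortex (n = 4895 genes, permutation p = 0.445) and 0.0622 in liver (n = 3461, p = 0.00021). Among genes with a minimum PDI above 0.9 it was positive in each tissue, from 0.122 in lung (n = 2249) to 0.246 in cortex (n = 1796). Among genes with a minimum PDI of 0.9 or less it was negative in each tissue, from −0.108 in ESC (n = 2758) to −0.0561 in kidney (n = 2457). The p-values come from two-sided permutation tests with 100000 resamples, and 1e-05, the smallest that they can give, was reached above 0.9 in every tissue. Of the 21 relations in this family, 17 had a Benjamini-Hochberg adjusted p under 0.05. Genes are not independent replicates. The relation above 0.9 needs both replicates in several tissues: from 1 replicate at a time, rho lay between −0.0895 and −0.0772 in heart, between −0.0944 and −0.0408 in lung and between −0.0711 and −0.0553 in spleen, against 0.0299 and 0.0319 in cortex.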

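The difference in PSI between replicates was adjusted, as in the paper, by subtracting its mean over 100 mock splits of the pooled reads. Across events with a PDI above 0.9, Spearman's rho between PDI and this adjusted |ΔPSI| ranged from −0.144 in kidney (n = 5312 events) to −0.474 in ESC (n = 4782), each with a permutation p of 1e-05, the smallest possible. Across events with a PDI of 0.9 or less it lay between −0.159 in ESC and 0.0222 in heart, and ESC alone passed the threshold (permutation p = 1e-05). Over all events it ranged from −0.0381 in cortex (n = 9974, p = 0.00026) to −0.372 in ESC (n = 9346). Adjusted over the 21 relations of this family, 15 had a p under 0.05. With reads thinned to 20 per replicate, rho over all events in cortex changed sign, to 0.0307. From the relations above 0.9, the paper proposes that minor isoforms of events with a high PDI mostly reflect molecular error.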

Table S5 Correlation between percent dominant isoform and gene expression and correlation between percent dominant isoform and absolute ΔPSI between replicates within each tissue.

Previous studies suggest that large splicing changes between tissues might be functionally important (Wang et al, 2008; Reyes et al, 2013; Tapial et al, 2017). They could be highly regulated and affect genes under stronger selective constraints. Our results substantiate these findings. Events with a switch score (maximum |ΔPSI| between tissues, see the Materials and Methods section) > 0.5 frequently affect the coding region of a gene, and genes harboring these “Switch-Like” events have comparatively high expression levels, low dN/dS ratios, and high sequence conservation around the splice sites (Fig S2B–E; see the Materials and Methods section). 

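Genes with Switch-Like events had a median TPM of 31.6, averaged over expressing tissues. It was 23.8 for Moderate-High, 20.9 for Moderate-Low, 19.8 for Low and 19.6 for Non-Differential events. When events near a PSI of 0 or 1 were kept, it was 35.3 for Non-Differential events, the highest of the groups, and unchanged for the others. The difference in median log2 TPM was 0.67 against Low, 0.60 against Moderate-Low and 0.41 against Moderate-High events. In each comparison the two-sided permutation test over events gave p = 1e-05, the smallest that 100000 resamples can give.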

Interestingly, we also found an enrichment of micro-exons in the “Switch-Like” category (Fig S2F), and consistent with previous findings (Irimia et al, 2014; Li et al, 2015), these micro-exons often exhibit the highest inclusion levels in cerebral cortex (Fig 1D). Together, these results indicate that Switch-Like splicing differences between tissues are functionally important, especially in the brain, and result from tissue-specific regulation rather than noisy RNA processing. In contrast, many of those events with subtle changes across tissues or slight deviations from a PDI near one within a tissue may reflect fluctuations in the *trans*-regulatory splicing environment.

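Of the 217 micro-exons with a Switch-Like difference between cerebral cortex and another tissue, 192 (88.5%) had the higher inclusion in cortex, with a median difference in PSI of 0.778 against the most different tissue (two-sided exact binomial test over events, p = 4.30e-33). From 1 replicate at a time the share was 87.7% and 88.7%. The largest difference was that of a 27-bp exon of Pclo (ENSMUSG00000061601) on chromosome 5 from 14778539 to 14778565 (mm10), whose PSI was 0.995 and 0.993 in the cortex replicates and 0.00837 and 0 in kidney, from 78 to 1607 reads per library. A 24-bp exon of Cers6 (ENSMUSG00000027035) on chromosome 2 from 69105743 to 69105766 had a mean PSI of 0.993 in cortex and 0.0106 in liver, from 35 to 381 reads. A 21-bp exon of Dctn1 (ENSMUSG00000031865) on chromosome 6 from 83183936 to 83183956 had a mean PSI of 0.997 in cortex and 0.0158 in heart, from 93 to 1512 reads. For each of the 3 exons the difference between tissues exceeded the difference between replicates many times over. The paper reasons that Switch-Like differences are regulated and functionally important, above all in the brain. It draws on the enrichment, the expression levels and the inclusion in cortex. It also draws on effects on coding regions, dN/dS ratios and sequence conservation, which were not analysed here.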

### The effects of *cis*-regulatory mutations on allelic splicing divergence are modulated by a scaling law

We then turned to *cis*-regulatory splicing differences between *M. musculus* and *M. spretus*, using only unambiguously assigned allelic reads (see the Materials and Methods section). 

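For the allelic comparison, the authors gave each read to the genome with the smaller edit distance, and deposited the junction counts of both alleles in both replicates of each tissue. Summed over SE events, between 10603054 and 46793808 reads per library were given to the C57BL/6J allele and between 10338947 and 43070354 to the SPRET/EiJ allele. The share of C57BL/6J among the allelic reads was 48.3% to 52.1%. Per event, allele and replicate, the median was between 102 reads in cortex and liver and 131 in lung. Events entered the comparison with at least 20 reads on each allele in each replicate. They were kept where the PSI from allelic reads differed from the PSI from all reads by 0.1 or less and the authors' deposited comparison of both had an FDR above 0.5, in every tissue that expresses the event. Events near a PSI of 0 or 1 on both alleles and in all reads were left out as before. The allelic difference (ΔPSI) is the mean PSI of the C57BL/6J allele minus that of the SPRET/EiJ allele.

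Each tissue was fitted alone with a quasi-binomial logistic model of inclusion against skipping reads. Its variances were moderated across events toward a prior that follows read depth, with limma's squeezeVar method, and the F test was adjusted by the Benjamini-Hochberg method over all autosomal events with enough reads. An event was called divergent with an adjusted p under 0.05 and |ΔPSI| of at least 0.1. On data simulated from the read depths of these libraries, the test found between 22.5% (ESC) and 64% (kidney) of 200 changed events per tissue, and at most 1.63% of its calls were false. These data held no effect shared by both alleles of a library, and the changed events lay away from the ends of the PSI scale. Recovery in the real data may therefore be lower. The authors called divergence with rMATS, whose FDR is in their deposited table. Every event called in a tissue here was also called there with the same filters, 378 of 378 in cortex for example, where the authors' deposited table called 872.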

Differences between the two alleles were considered significant if |ΔPSI_AS_| ≥ 0.1 and the false discovery rate (FDR)-adjusted *P*-value < 0.05 (see the Materials and Methods section). 

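The share of divergent events was 7.17% in spleen (376 of 5243 events), 7.02% in kidney (387 of 5509), 6.61% in heart (294 of 4450), 6.53% in lung (356 of 5452), 6.48% in cortex (378 of 5833), 4.99% in liver (152 of 3046) and 0.905% in ESC (55 of 6078). The 95% Clopper-Pearson intervals, which cover counting error only, overlapped among cortex, heart, kidney, lung and spleen, for example from 5.86% to 7.14% in cortex and from 6.49% to 7.90% in spleen. In this fit ESC lay below every organ, with an interval from 0.682% to 1.18%. In at least one tissue, 1113 (10.2%) of 10901 events were divergent. Between 55.9% (liver) and 63.0% (cortex) of the divergent events had the higher inclusion on the C57BL/6J allele. With the FDR of the authors' deposited table in place of the quasi-binomial test, the shares were 14.9% in cortex, 13.9% in kidney, 19.2% in heart, 17.9% in spleen and 15.2% in ESC. With the library as a replicate block, the share was 11.1% in kidney, 10.3% in lung, 9.75% in heart, 9.05% in cortex, 8.63% in liver, 8.41% in spleen and 7.91% in ESC. The interval of ESC, from 7.25% to 8.62%, then overlapped those of spleen (7.67% to 9.20%), liver (7.66% to 9.69%) and cortex (8.33% to 9.82%). Spleen was no longer highest.

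**Figure D1:**
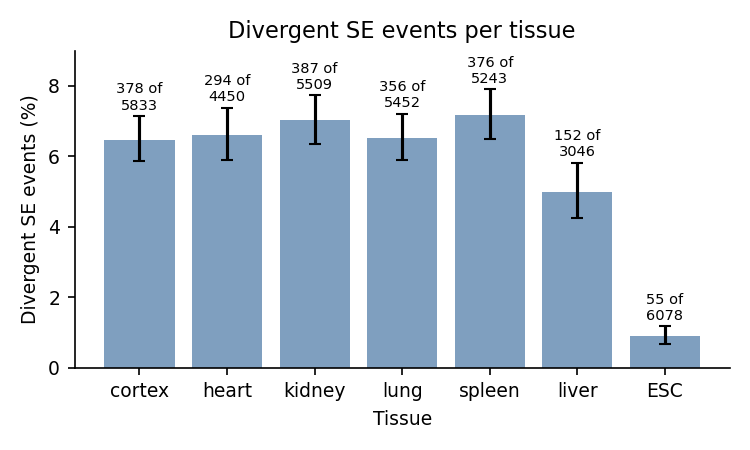
Percent of SE events called divergent between the alleles in each of the 7 tissues (y axis) with 95% Clopper-Pearson intervals; each bar gives its number of divergent events and of events tested. The shares lie between 0.905% in ESC and 7.17% in spleen.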

As shown in Table S6, the AS pattern is more conserved between the two alleles in some tissues (e.g., cerebral cortex and kidney) than in others (e.g., heart and spleen). This is partially consistent with a previous study which examined AS patterns in nine tissues from four mammalian species and chicken, in which the brain also exhibited higher conservation of splicing patterns (Merkin et al, 2012). As cerebral cortex exhibits the highest splicing complexity (Table S4), the high conservation of its splicing pattern indicates the potential functional relevance of different isoforms more prevalent in this tissue.

Table S6 Quantification of allelic alternative splicing divergence across tissues.

We then classified all events expressed in two or more tissues into three groups (Fig 2A): 1. “All-Divergent”: the 298 events divergent in all expressing tissues; 2. “Some-Divergent”: the 2,145 events divergent in some, but not all, of the expressing tissues; 3. “Non-Divergent”: the 4,563 events not divergent in any of the expressing tissues.

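Of the 7577 events with enough allelic reads in 2 or more tissues, the quasi-binomial test placed 93 (1.23%) in the All-Divergent, 777 (10.3%) in the Some-Divergent and 6707 (88.5%) in the Non-Divergent group. With the FDR of the authors' deposited table, All-Divergent events made up 4.34% and Some-Divergent events 30.3%. With the replicate block the shares were 2.67% and 16.4%.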

**Figure 2.**
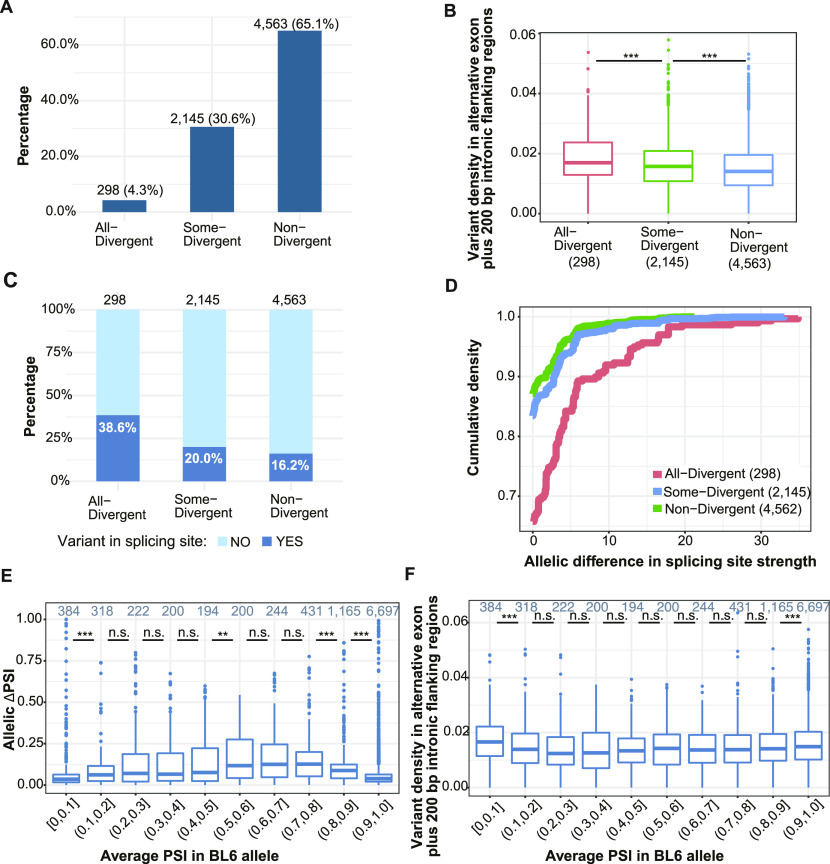
*Cis*-regulatory sequence variants and scaling law affect allelic splicing divergence. **(A)** Classification of events expressed in two or more tissues into three groups based on allelic divergence across tissues. Numbers on the top of bars denote the count and percentage of events in corresponding groups. **(B)** Distribution of variant density in each divergence group. Variants in the alternative exon plus its intronic flanking regions (200 bp on both sides) were counted and divided by the total length of the region. Numbers in parentheses denote the numbers of events in corresponding groups (Two-sided Wilcoxon rank-sum test). **(C)** Percentage of SE events with (steel blue) or without (light sky blue) variants in splicing sites. Only the 5′ and 3′ splicing site of the alternative exon are considered. Numbers on the top of the bars indicate the total number of events within the corresponding groups (Fisher’s exact test). **(D)** Cumulative distributions of the absolute difference between predicted scores for splicing site strengths of C57BL/6J (BL6) and SPRET/EiJ (SPR). Scores of the 5′ and 3′ splicing sites were summed up for each alternative exon. **(E)** Scaling law for allelic splicing divergence. The average BL6 percent spliced in (PSI) across tissues is treated as starting PSI, and the |ΔPSI| (y-axis) between SPR and BL6 is compared between different ranges of starting PSI (x-axis). Numbers on the top of boxes indicate the number of events in corresponding PSI ranges (one-sided Wilcoxon rank-sum test). **(F)** Distribution of variant density in alternative exon and its flanking introns (200 bp on both sides) for events in different PSI ranges. **(E)** The 10 bins of PSI are based on the average PSI of the BL6 allele across expressing tissues (starting allele in E). Boxplots show the Q1 to Q3 quartile values (the box limits), the median (the horizontal lines), and values within the 1.5 * IQR (the whiskers). n.s., not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

*Cis*-divergence could result from sequence variants in the core splice sites and/or *cis*-regulatory elements in the flanking regions. To investigate the sequence features causing splicing divergence between the two alleles, we first compared the densities of sequence variants, that is, single nucleotide variants (SNVs) and insertions or deletions, in potential regulatory regions (the alternative exon and the 2 × 200 bp flanking intronic regions) between the three event categories (Fig 2B; see the Materials and Methods section). As shown in Fig 2B, All-Divergent events have higher density of variants than Some-Divergent events (mean density: 0.019 versus 0.016, one-sided Wilcoxon rank-sum test *P*-value = 6.18 × 10^−5^), which in turn, have higher variant density than Non-Divergent events (mean density: 0.016 versus 0.015, one-sided Wilcoxon rank-sum test *P*-value = 2.93 × 10^−14^). Furthermore, we also surveyed the 3′ and 5′ splicing sites flanking the alternative exon and compared the percentage of events with or without variants in these core splicing sites for the three categories. As shown in Fig 2C, the splicing sites of All-Divergent events are nearly double as likely to contain variants as those of Some-Divergent events (38.6% versus 20.0%, Fisher’s exact test odds ratio = 2.5, *P*-value = 1.1 × 10^−11^). In turn, significantly more Some-Divergent events contain variants in their splice sites than Non-Divergent events, but the difference is much less pronounced (20.0% versus 16.2%, Fisher’s exact test odds ratio = 1.3, *P*-value = 0.0001; Fig 2C). Furthermore, for those containing variants in splicing sites, allelic differences in splicing strength of All-Divergent events were significantly higher than those of Some-Divergent and Non-Divergent events (two-sided K-S test *P*-value = 1.033 × 10^−8^ and *P*-value = 4.725 × 10^−12^, respectively; Fig 2D; see the Materials and Methods section). Consistent with this, the magnitude of allelic PSI differences for All-Divergent is also significantly higher than Some-Divergent events (Fig S3A–C). 

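The median |ΔPSI| over the divergent tissues of an event was 0.482 for the 93 All-Divergent and 0.214 for the 777 Some-Divergent events, a difference of 0.268. For the maximum over tissues the medians were 0.606 and 0.239, and for the minimum 0.390 and 0.190. The two-sided permutation test over events gave p = 1e-05 for each of the 3 measures, the smallest that it can give. From 1 replicate at a time and without a test for divergence, the difference between the groups was 0.111 and 0.113.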

Among the All-Divergent events, those with a change in splicing site strength between the two strains had allelic differences of significantly higher magnitude than those without (Fig S3D–F). Together, these results indicate that large changes in core splicing elements are more likely to cause a larger difference in splicing, leading to significant divergence across all expressing tissues.

**Figure S3.**
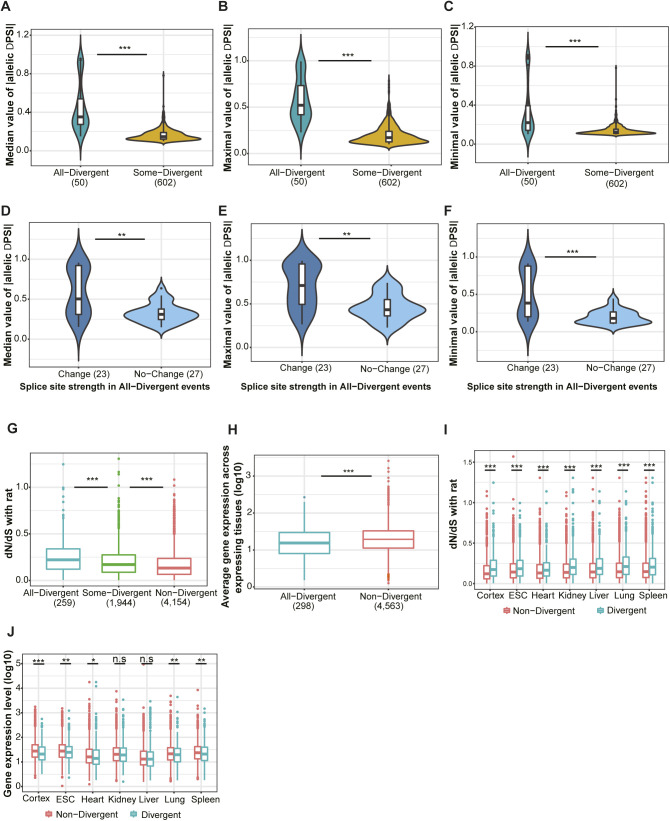
All-Divergent events have higher magnitude of ΔPSI between alleles; allelic divergence primarily affects genes under relaxed selective constraints. **(A, B, C)** Median, maximum, and minimum of absolute ΔPSI across divergent tissues are compared between All-Divergent (steel blue) and Some-Divergent (golden yellow) events (one-sided Wilcoxon rank-sum test). **(D, E, F)** Comparing median, maximum, and minimum of absolute ΔPSI between events in All-Divergent with (deep sky blue) and without (light sky blue) splice site change (one-sided Wilcoxon rank-sum test). **(G)** dN/dS ratios of genes associated with SE events belonging to different divergence groups (indicated by different colors). Events expressed in two to seven tissues whose associated genes have orthologs in rat are used (one-sided Wilcoxon rank-sum test). **(H)** Genes associated with “All-Divergent” events have lower expression levels than those associated with “Non-Divergent” events (one-sided Wilcoxon rank-sum test). Events expressed in two to seven tissues are used. **(I)** Comparison of dN/dS ratio between genes associated with divergent events (cyan) and those associated with non-divergent events (red) in each individual tissue (one-sided Wilcoxon rank-sum test). **(J)** Comparison of gene expression level between genes associated with divergent and those associated with non-divergent events in each tissue (one-sided Wilcoxon rank-sum test). Box plot elements: center line, median; box limits, lower and upper quartiles; whiskers, lowest and highest value within 1.5 IQR. n.s., not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

The magnitude of splicing divergence between two alleles does not only depend on the number of mutations affecting *cis*-regulatory elements, but also on the genetic background on which they occur. As a recently observed “scaling law” suggests, a single *cis*-regulatory mutation might lead to a change of greater magnitude for an event with intermediate inclusion levels (low PDI) than for an event with high PDI (Baeza-Centurion et al, 2019). To examine a possible scaling law affecting allelic splicing differences in our system, we asked whether divergent events with low PDI had larger differences between the two alleles than those with higher PDI (choosing the C57BL/6J allele arbitrarily as the reference). This was indeed the case (Fig 2E), even though events with PSI values above 0.9 or below 0.1 have slightly higher variant densities than events with intermediate PSI values (Fig 2F). Therefore, the results indicate that both *cis*-regulatory sequence variants and a scaling law affect allelic splicing divergence, and that events with high PDI appear to tolerate larger numbers of *cis*-regulatory mutations than those with low PDI.

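Each event's ΔPSI and its PSI on the C57BL/6J allele, the starting PSI, were averaged over the expressing tissues. Events with a starting PSI above 0.1 and up to 0.9 had a median |ΔPSI| of 0.0907 (n = 3267), against 0.0393 for events nearer to 0 or 1 (n = 7634). The difference of 0.0514 had a permutation p of 1e-05 (two-sided, over events), the smallest possible. Among events divergent in at least one tissue the medians were 0.197 (n = 638) and 0.136 (n = 475). Restricted to a |ΔPSI| of at least 0.2, the difference among divergent events was 0.00951 and no longer passed the threshold. In 10 bins of the starting PSI, the median |ΔPSI| rose from 0.0354 in the lowest bin (421 events) to 0.127 between 0.7 and 0.8 (467 events), and was 0.0396 above 0.9 (7213 events).

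**Figure D2:**
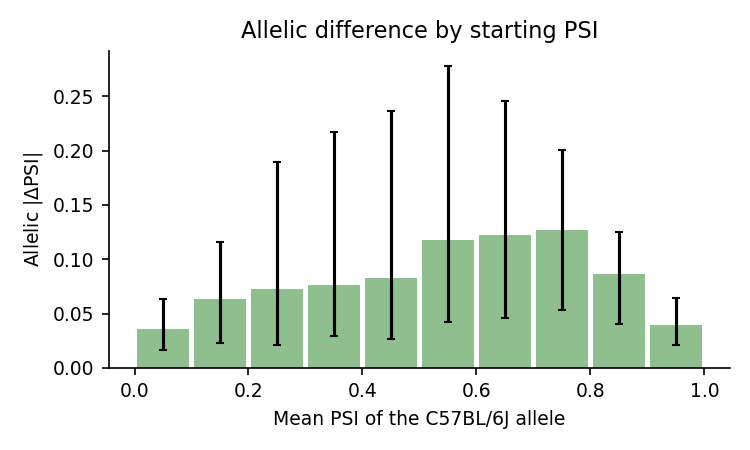
Median |ΔPSI| between the alleles (y axis) in 10 bins of the mean PSI of the C57BL/6J allele (x axis), with error bars from the lower to the upper quartile of the events in a bin. The median is highest between 0.7 and 0.8, at 0.127, and 0.0354 and 0.0396 in the outermost bins.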

### AS divergence is larger for genes under relaxed selective constraint

In general AS events with higher functional impact should be under stronger selective constraints and therefore more conserved between species. When comparing events with different divergence patterns across tissues, we found that 90 percent of the Non-Divergent events affected coding regions of the transcript, whereas these were only about 85 percent for Some-Divergent events and 60 percent for All-Divergent ones (Fig 3A). Similarly, genes with faster protein sequence evolution or lower expression levels would be expected to exhibit larger splicing divergence than more conserved or highly expressed genes. To compare selective constraint and splicing divergence on the gene level, for each gene containing at least one SE event expressed in two or more tissues, we calculated a splicing divergence score (SDS; the average percentage of tissues with divergent splicing among expressing tissues of all events in the gene; see the Materials and Methods section). 

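By the SDS from the quasi-binomial calls, 3690 genes were non-divergent, 549 fell in the Low Divergence and 149 in the High Divergence group.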

We divided all genes into three groups according to the SDS: (1) 2,373 Non-divergent genes (SDS = 0); (2) 1,509 genes with “Low Divergence” (SDS < 50); (3) 248 genes with “High Divergence” (SDS ≥ 50). It turned out that genes with high SDSs had higher average dN/dS ratios (mouse versus rat) than “Low Divergence” genes (Fig 3B, one-sided Wilcoxon rank-sum test *P*-value: 0.0003), followed by non-divergent genes (Fig 3B, one-sided Wilcoxon rank-sum test *P*-value: 1.14 × 10^−15^). “High Divergence” genes also had lower average gene expression levels than “Low Divergence” genes (Fig 3C, one-sided Wilcoxon rank-sum test *P*-value: 0.013) which in turn had lower average gene expression levels than non-divergent genes (Fig 3C, one-sided Wilcoxon rank-sum test *P*-value: 5.56 × 10^−5^). 

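A gene's TPM was averaged over its expressing tissues. With the quasi-binomial calls, its median was 32.2 for the 149 High Divergence genes, 24.6 for the 549 Low Divergence genes and 25.1 for the 3690 non-divergent genes. High Divergence genes thus had the higher median expression, by 0.39 on the log2 scale against Low Divergence genes (two-sided permutation test over genes, p = 0.00882) and by 0.36 against non-divergent genes (p = 0.00245). Low Divergence and non-divergent genes differed by −0.03 (permutation p = 0.621). These directions depend on how divergence is called. With the FDR of the authors' deposited table, the log2 difference of High Divergence against non-divergent genes was −0.37 and that of Low Divergence against non-divergent genes −0.28 (p = 1e-04 for both, the smallest that 10000 resamples can give), and High against Low Divergence genes gave −0.0865 (permutation p = 0.244). With the replicate block, High Divergence genes differed by 0.0512 from Low Divergence genes (permutation p = 0.630) and by −0.0272 from non-divergent genes (p = 0.767). From 1 replicate at a time, with |ΔPSI| alone, High Divergence genes differed from non-divergent genes by −0.50 and −0.42.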

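In individual tissues, genes with a divergent event were compared with the other genes by median log2 TPM. The difference was 0.85 in liver (128 against 1934 genes), 0.71 in heart (237 against 2614), 0.63 in ESC (48 against 3468), 0.36 in lung (288 against 3109), 0.31 in kidney (320 against 3069), 0.31 in spleen (311 against 2946) and 0.01 in cortex (317 against 3219). Adjusted over the 7 tissues, 6 had a permutation p under 0.05 and cortex did not (p = 0.881). For a |ΔPSI| of at least 0.2, the permutation p without adjustment was above 0.05 in kidney (0.0714, p = 0.528), lung (0.17, p = 0.250), spleen (0.0347, p = 0.759) and liver (0.32, p = 0.108). In cortex the difference was then negative, −0.34 (permutation p = 0.0047), while heart (0.34, p = 0.016) and ESC (0.57, p = 0.0241) stayed positive. With the replicate block the permutation p was above 0.05 in kidney (0.11, p = 0.197). With the authors' deposited FDR the sign was negative in each tissue, from −0.42 in cortex to −0.05 in liver, and liver did not pass the threshold.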

Similar patterns can also be observed on the event level (Fig S3G and H) and in individual tissues (Fig S3I and J).

**Figure 3.**
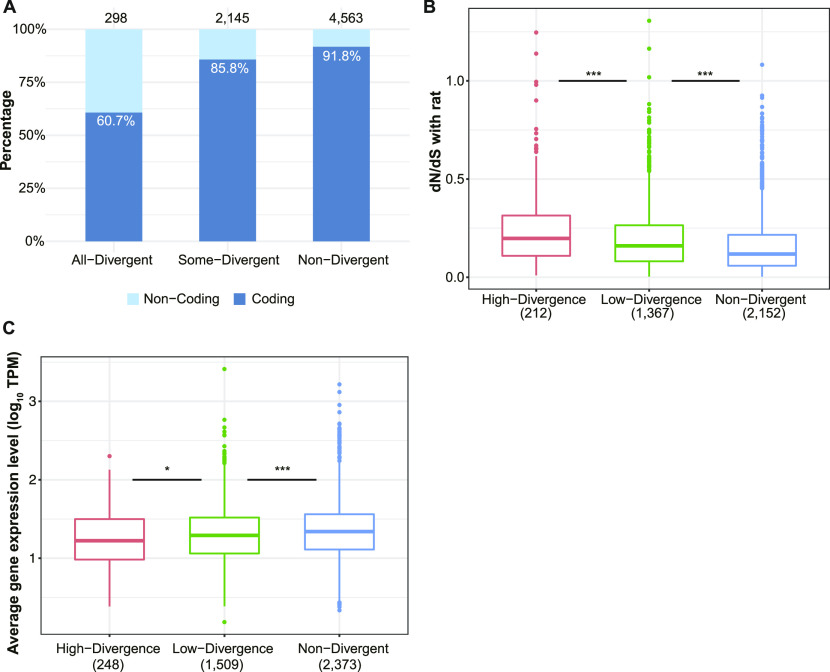
Genes under relaxed selective constraints exhibit more divergence in alternative splicing. **(A)** Proportion of coding (steel blue) and non-coding (light sky blue) alternative exons in the three divergence groups. The percentage of coding alternative exons in each group is indicated within the corresponding bar, and numbers on the top of bars denote total numbers of events in the corresponding groups. **(B)** Comparison of dN/dS ratios of genes belonging to different divergence groups (indicated by different colors) based on splicing divergence score score (see the Materials and Methods section). Numbers in parentheses indicate the number of genes within corresponding groups (one-sided Wilcoxon rank-sum test). **(C)** Comparison of average gene expression level among the three divergence groups. Numbers in parentheses indicate the number of genes within corresponding groups (one-sided Wilcoxon rank-sum test).

Intuitively, the higher the gene is expressed, the more the junction reads it would generate, therefore likely resulting in more reliable PSI estimates. To check whether the observed lower allelic divergence in highly expressed genes was not due to sampling bias, we created a down-sampled dataset in which the number of junction reads was equal for all the analyzed splicing events in either allele across all the samples (see the Materials and Methods section). 

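As in the paper, 20 junction reads per event, allele and replicate were drawn, and events with |ΔPSI| of at least 0.1 were called divergent without a test. By this measure, expression fell with the SDS: the difference in median log2 TPM was −0.25 for Low Divergence and −0.31 for High Divergence against non-divergent genes (two-sided permutation tests over genes with 10000 resamples, p = 1e-04 for both, the smallest possible). High against Low Divergence genes differed by −0.0584, which did not pass the threshold (permutation p = 0.22). Within tissues the difference between genes with and without a divergent event ranged from −0.18 in kidney to −0.36 in heart.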

As shown in Fig S4A–I, the PSI estimates were highly correlated between the original and down-sampled datasets, and more importantly, the lower allelic divergence in highly expressed genes could be observed also based on the down-sampled dataset (Fig S5A).

**Figure S4.**
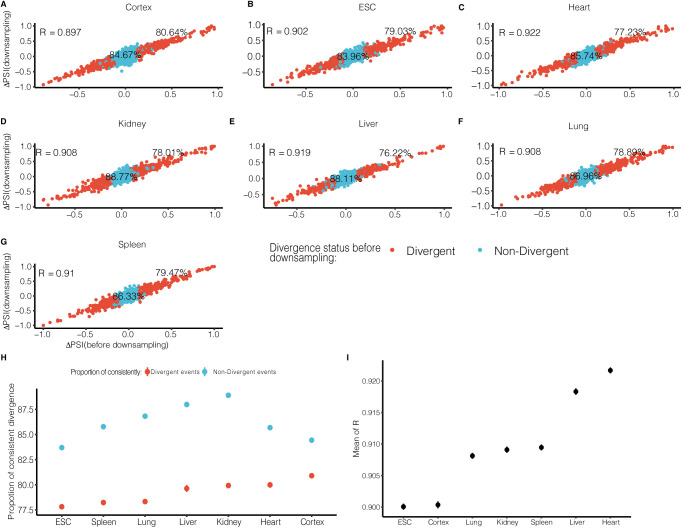
Comparing splicing divergence patterns between down-sampled dataset and original dataset. **(A, B, C, D, E, F, G)** We down-sampled junction reads of each event in either allele across all samples to the same level of 20 reads, and determined divergent and non-divergent splicing based on percent spliced in (PSI) difference (divergent: ΔPSI ≥ 0.1). The x-axis and y-axis denote PSI difference before down-sampling and after down-sampling, respectively. The colors distinguish “Divergent” (red) and “Non-Divergent” (light blue) in the original dataset. The proportions of consistent classification of “Divergent” events and “Non-Divergent” events between down-sampled (use PSI difference of 0.1 as cutoff) and original datasets have been labeled near the corresponding points. **(H)** The mean and 95% confidence interval (calculated by down-sampling for 100 times) of proportions of consistent classification of “Divergent” events (red) and “Non-Divergent” events (blue) between down-sampled and original datasets. **(I)** The mean and 95% confidence interval (calculated by down-sampling for 100 times) of Pearson’s correlation coefficient (R) of PSI divergence between down-sampled and original datasets.

**Figure S5.**
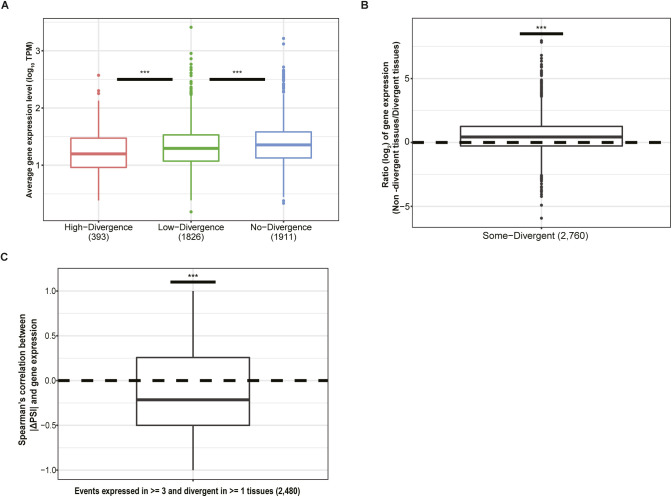
Divergence analysis with down-sampled dataset. **(A)** Comparison of average gene expression level among the three divergence groups. Numbers in parentheses indicate the number of genes within corresponding groups. (One-sided Wilcoxon rank-sum test). **(B)** Comparison of average gene expression level of genes with “Some-Divergent” events in divergent tissues versus non-divergent tissues, the number in parentheses is the number of “Some-Divergent” events (One-sided Wilcoxon signed-rank test). **(C)** Distribution of Spearman’s correlation coefficients between |ΔPSI| and gene expression across tissues for events expressed in ≥3 tissues and divergent in ≥1 tissue(s) (one-sided Wilcoxon signed-rank test). Box plot elements: center line, median; box limits, lower and upper quartiles; whiskers, lowest and highest value within 1.5 IQR. n.s., not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

Interestingly, we also found that Switch-Like events are generally highly conserved between the two species (Fig S6 and Table S7), underscoring again their functional importance. 

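Among events with both a switch score and allelic calls in 2 or more tissues, 399 (83.1%) of 480 Switch-Like events were Non-Divergent, against 366 (70.2%) of 521 Moderate-Low events, an odds ratio of 2.09 (two-sided Fisher's exact test over events, p = 1.68e-06). The share was 73.1% for Moderate-High (307 of 420), 80.2% for Low (995 of 1240) and 90.4% for Non-Differential events (1355 of 1499). Switch-Like on at least one allele were 512 events, of which 355 (69.3%) were Switch-Like on both. From 1 replicate at a time the odds ratio was 2.54 and 3.00.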

Although most *cis*-divergent events between the two strains appear to reflect neutral or near-neutral drift, some might have a significant effect on the organismic phenotype. We found five candidate events affecting coding regions with substantial allelic divergence and high expression levels (see the Materials and Methods section), and therefore potential functional impact (Fig S7A–E). 

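The conditions on |ΔPSI| of at least 0.5, a TPM of at least 30 in the divergent tissues, and a maximal expression there no lower than the gene's average over expressing tissues were applied to the quasi-binomial calls. They left 85 events in 68 genes, among them the exons of Pkp4, Thyn1 and Mff. The exon of Apbb3 was not called divergent where its |ΔPSI| exceeded 0.5, and that of Limch1 did so only in heart, where its TPM of 76.7 was below its average over the 5 tissues with allelic reads. The conditions on sequence conservation and on coding regions were not analysed here. By the FDR of the authors' deposited table, 91 events in 74 genes were left, with the same 3 of the paper's 5 genes. The paper averages over expressing tissues, here those with enough allelic reads. With TPM averaged over all 7 tissues, which departs from that rule by taking in tissues without expression of the event and was chosen after seeing the values, 88 events were left by the quasi-binomial calls, with Limch1 among them, and 96 by the deposited FDR, with all 5 of the paper's genes.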

We were also able to identify several potential *cis*-regulatory changes which might cause the large divergence between the two alleles for two of these events (Fig S7A and B).

**Figure S6.**
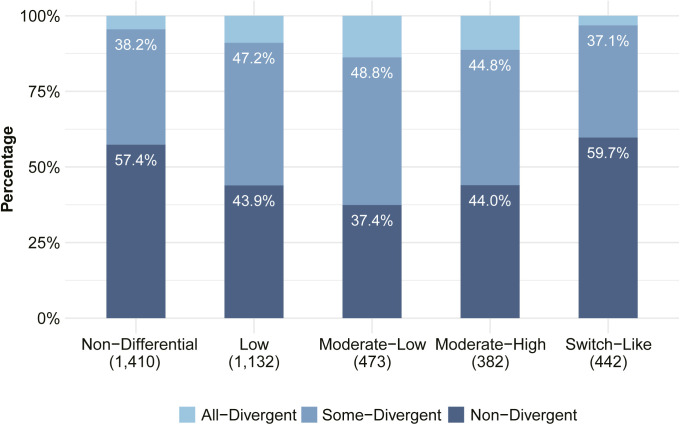
Switch-Like events and Non-Differential events both are more conserved than intermediate groups. The bar plot shows the proportions of the three divergence groups in each of the five tissue-regulatory groups. Allelic events expressed in two or more tissues which are also included in the set of expressed events based on total reads were used. The classification of tissue-regulatory groups is based on the switch score calculated from total reads. The percentages of “Non-Divergent” and “Some-Divergent” events are indicated in each bar, and the total number of events in each group is indicated in parentheses. When comparing the alternative splicing patterns across tissues, “Switch-Like” events also are more conserved between the C57BL/6J and the SPRET/EIJ allele (see also Table S8), indicating that for the majority of Switch-Like events, the tissue-switch between the two isoforms is functional in both alleles.

Table S7 Tissue-regulatory patterns between BL6 allele and SPR allele.

**Figure S7.**
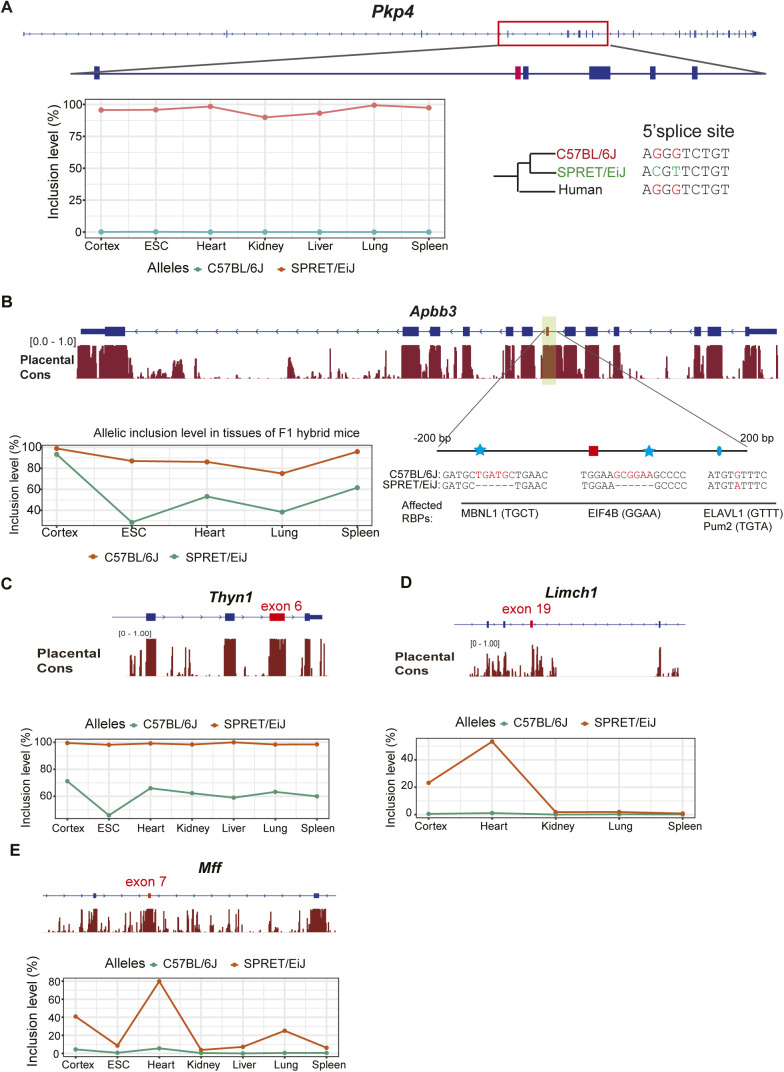
Five candidate genes with potentially functional alternative splicing events. **(A)** Allele-specific splicing patterns of exon 5 in *Pkp4* across tissues. Two single-nucleotide variants between the two species have been identified in the 5′ splicing site of this exon. **(B)** Tissue-dependent allele-specific splicing patterns of exon 7 in Apbb3. Three variants including two small indels (indicated with asterisks) and one single-nucleotide variant (ellipse) were predicted to contribute. **(C)** Allele-specific splicing pattern of exon 6 in *Thyn1*. This event is divergent between the two alleles in all expressing tissues. **(D)** Allele-specific splicing pattern of exon 19 in *Limch1*. This exon is partially included only in heart and cortex in the SPRET/EiJ allele, whereas it is completely skipped in all expressing tissues in the C57BL/6J allele. **(E)** Allele-specific splicing pattern of exon 7 in *Mff*. This exon is heart-specifically included in the SPRET/EiJ allele, while it is completely skipped in all expressing tissues in the C57BL/6J allele. The gene local structure around the alternative exon and sequence conservation are presented with the alternative exon highlighted in red.

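The paper gives no coordinates for its candidate exons. In each named gene the exon with the largest allelic difference in any tissue was taken, after these values were seen, so the sizes given here are the largest of each gene by choice. The exon of Pkp4 (ENSMUSG00000026991) spans 132 bp on chromosome 2 from 59305066 to 59305197 (mm10). It was divergent in 7 of 7 tissues, with adjusted p-values of the quasi-binomial test between 2.51e-09 and 0.000277. Its mean PSI was between 0.899 and 0.994 on the C57BL/6J allele, with an SD of at most 0.0979 (n = 2 replicates), and at most 0.00145 on the SPRET/EiJ allele, from 51 to 2597 reads per allele and replicate. The mean TPM of the gene was between 16.3 in spleen and 178 in kidney.

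**Figure D3:**
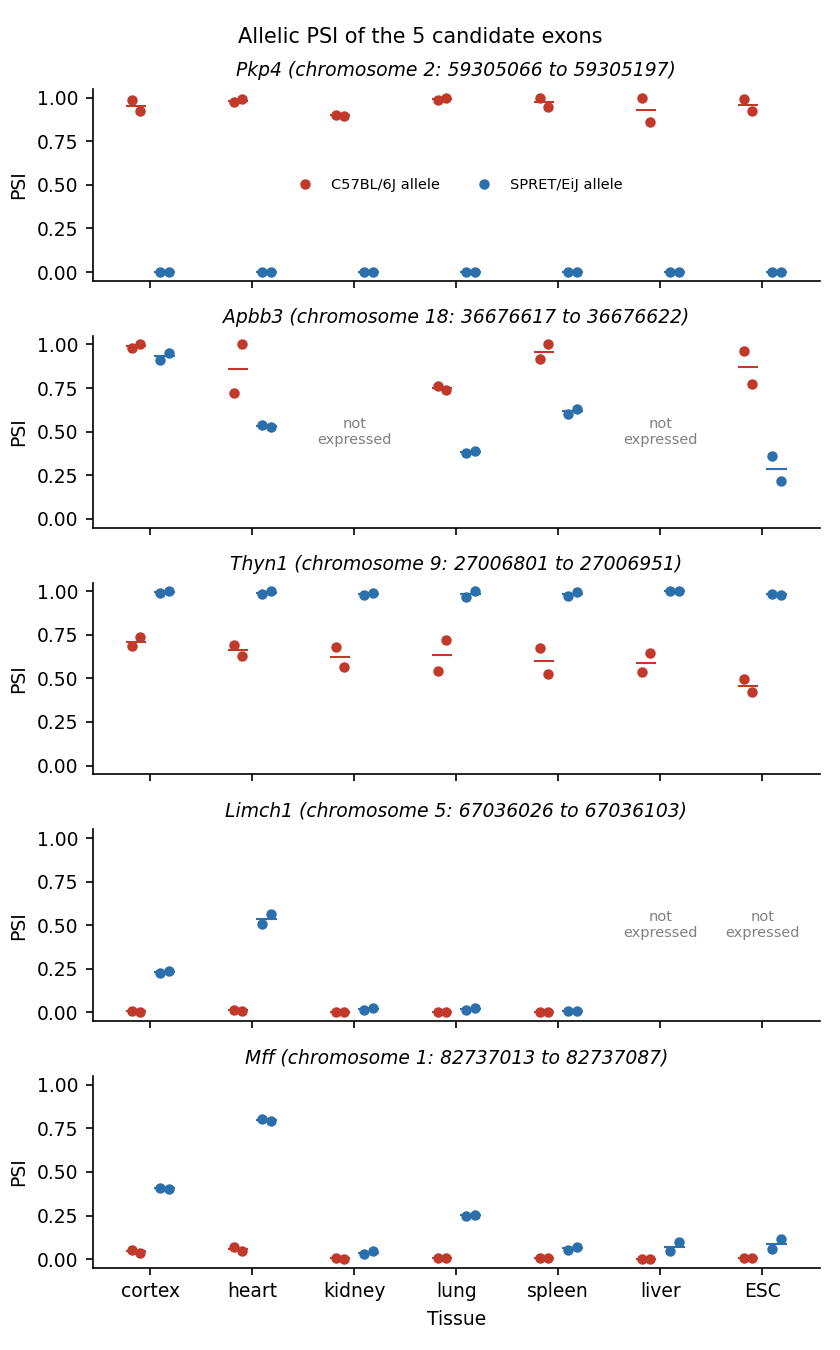
PSI (y axis) of the 5 candidate exons on the C57BL/6J allele (red) and the SPRET/EiJ allele (blue) in each tissue (x axis); points are the 2 replicates, lines their mean, and tissues with fewer than 20 reads on an allele are marked as not expressed. The alleles of Pkp4 lie apart in all 7 tissues, and those of Mff furthest apart in heart (−0.743).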

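The exon of Apbb3 (ENSMUSG00000001379) spans 6 bp on chromosome 18 from 36676617 to 36676622 (mm10). With at least 20 reads on each allele in 5 tissues, it was divergent in lung and in spleen. In lung the PSI was 0.751 ± 0.0183 (SD, n = 2) on the C57BL/6J and 0.384 ± 0.00782 on the SPRET/EiJ allele (adjusted p = 0.0437 from the quasi-binomial model moderated by limma's squeezeVar method), and in spleen 0.959 ± 0.0577 and 0.616 ± 0.0171 (adjusted p = 0.0327). In heart the difference of 0.329 and in ESC that of 0.583 did not pass the threshold, with 30 to 39 and 28 to 30 reads per replicate on the C57BL/6J allele. The authors' deposited table calls the exon divergent in 4 of the 5 tissues. In cortex the difference was 0.0566.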

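The exon of Thyn1 (ENSMUSG00000035443) spans 151 bp on chromosome 9 from 27006801 to 27006951 (mm10). It was divergent in 7 of 7 tissues, with adjusted p-values of the quasi-binomial test between 5.92e-06 and 0.0111. The mean PSI of the C57BL/6J allele lay between 0.459 in ESC and 0.712 in cortex, and that of the SPRET/EiJ allele between 0.982 and 1. The difference was smallest in cortex, −0.283, and largest in ESC, −0.524, against an SD between replicates of at most 0.127 (n = 2). Reads per allele and replicate numbered 110 to 1378.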

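The exon of Limch1 (ENSMUSG00000037736) spans 78 bp on chromosome 5 from 67036026 to 67036103 (mm10). On the SPRET/EiJ allele its PSI was 0.534 ± 0.0389 (SD, n = 2) in heart and 0.233 ± 0.0093 in cortex, and at most 0.0187 in kidney, lung and spleen. On the C57BL/6J allele it was at most 0.0116 in these 5 tissues. The allelic difference was −0.522 in heart (adjusted p of the quasi-binomial test over all events, 2.48e-07) and −0.228 in cortex (adjusted p 8.18e-05). Liver and ESC had too few reads on the event.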

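The exon of Mff (ENSMUSG00000026150) spans 75 bp on chromosome 1 from 82737013 to 82737087 (mm10). On the SPRET/EiJ allele its mean PSI was 0.798 in heart, 0.408 in cortex and 0.251 in lung, and between 0.0377 and 0.0862 in the other tissues. On the C57BL/6J allele it was at most 0.0554. The exon was divergent in heart (−0.743), cortex (−0.364) and lung (−0.245), with adjusted p-values of the quasi-binomial test of 1.86e-06, 0.00015 and 1.39e-05, from 144 to 785 reads per allele and replicate in heart. The SD between replicates was at most 0.0393 (n = 2).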

### Tissue-dependent patterns in AS divergence reveal buffering in *trans*

The biological effect of *cis*-regulatory differences between alleles depends on the *trans*-regulatory environment of each tissue. Interestingly, among the “Some-Divergent” events, gene expression levels were higher in non-divergent than in divergent tissues (Fig 4A). 

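For the 777 Some-Divergent events of the quasi-binomial calls, the log2 ratio of the mean TPM in non-divergent over that in divergent tissues had a median of −0.22 (two-sided sign-flip permutation test over events, p = 1e-05, the smallest that it can give), and was above 0 for 41.6% of the events. Expression was thus lower in the non-divergent tissues by these calls. The sign depends on how divergence is called: the median was 0.30 with the FDR of the authors' deposited table, and 0.55 and 0.56 from 1 replicate at a time without a test. With a |ΔPSI| of at least 0.2 it was −0.0579 (permutation p = 0.22).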

And for most events the magnitude of the allelic splicing difference showed a negative correlation with mRNA expression level across tissues (Fig 4B), indicating that mutations affecting splicing accuracy might be buffered in tissues where the gene is of more functional importance. 

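Spearman's rho between |ΔPSI| and TPM across tissues was computed for each of the 720 events expressed in 3 or more tissues and divergent in at least one. Its median was −0.0286 (two-sided sign-flip permutation test, p = 0.342), and 50.1% of the events had a negative rho, a relation that does not differ from 0. With the authors' deposited FDR the median was −0.20 (p = 1e-04, the smallest that 10000 resamples can give), and from 1 replicate at a time it was −0.20 and −0.21. With at most 7 tissues, the rho of a single event is imprecise. From the negative relation in its calls and the expression in non-divergent tissues, the paper proposes that mutations affecting splicing are buffered in tissues where the gene matters more.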

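With 20 reads drawn per event, allele and replicate and |ΔPSI| of at least 0.1 as the measure, the median log2 ratio of expression in non-divergent over divergent tissues was 0.30 (two-sided sign-flip permutation test over events with 10000 resamples, p = 1e-04, the smallest possible). The median rho between |ΔPSI| and TPM was −0.107 over 3225 events, of which 55.7% had a negative rho.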

Importantly, such phenomena could again be observed based on our down-sampled dataset, excluding the possibility that the observation is due to sampling bias (Fig S5B and C). 

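Across events, the |ΔPSI| between replicates fell with the log2 number of junction reads in each tissue. Pearson's r was −0.518 in lung, −0.508 in heart, −0.501 in spleen, −0.494 in cortex, −0.449 in kidney, −0.416 in liver and −0.337 in ESC. Spearman's rho ranged from −0.377 in ESC to −0.587 in heart. All 7 permutation tests gave p = 1e-05, the smallest possible, also after adjustment over the family. Thinned to 20 reads per replicate, r was weaker, between −0.167 in cortex and −0.238 in heart. Events are not independent replicates.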

Interestingly, we also found a negative correlation between gene expression level and ΔPSI between biological replicates across all the tissues, based on both original and down-sampled dataset (see the Materials and Methods section; Fig S8), indicating increased splicing noise for lowly expressed genes and further supporting our buffering hypothesis.

**Figure 4.**
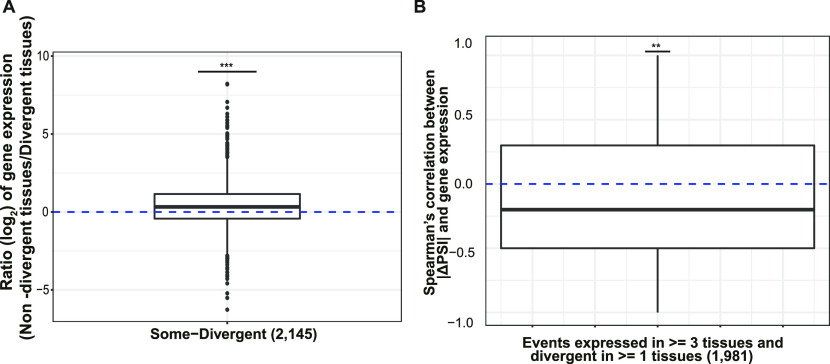
Negative correlation between gene expression and splicing divergence. **(A)** Comparison of average gene expression level of genes with “Some-Divergent” events in divergent tissues versus non-divergent tissues, the number in parentheses is the number of “Some-Divergent” events (One-sided Wilcoxon signed-rank test). **(B)** Distribution of Spearman’s correlation coefficients between |ΔPSI| and gene expression across tissues for events expressed in ≥3 tissues and divergent in ≥1 tissue(s) (one-sided Wilcoxon signed-rank test). Box plot elements: center line, median; box limits, lower and upper quartiles; whiskers, lowest and highest value within 1.5 IQR. n.s., not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure S8.**
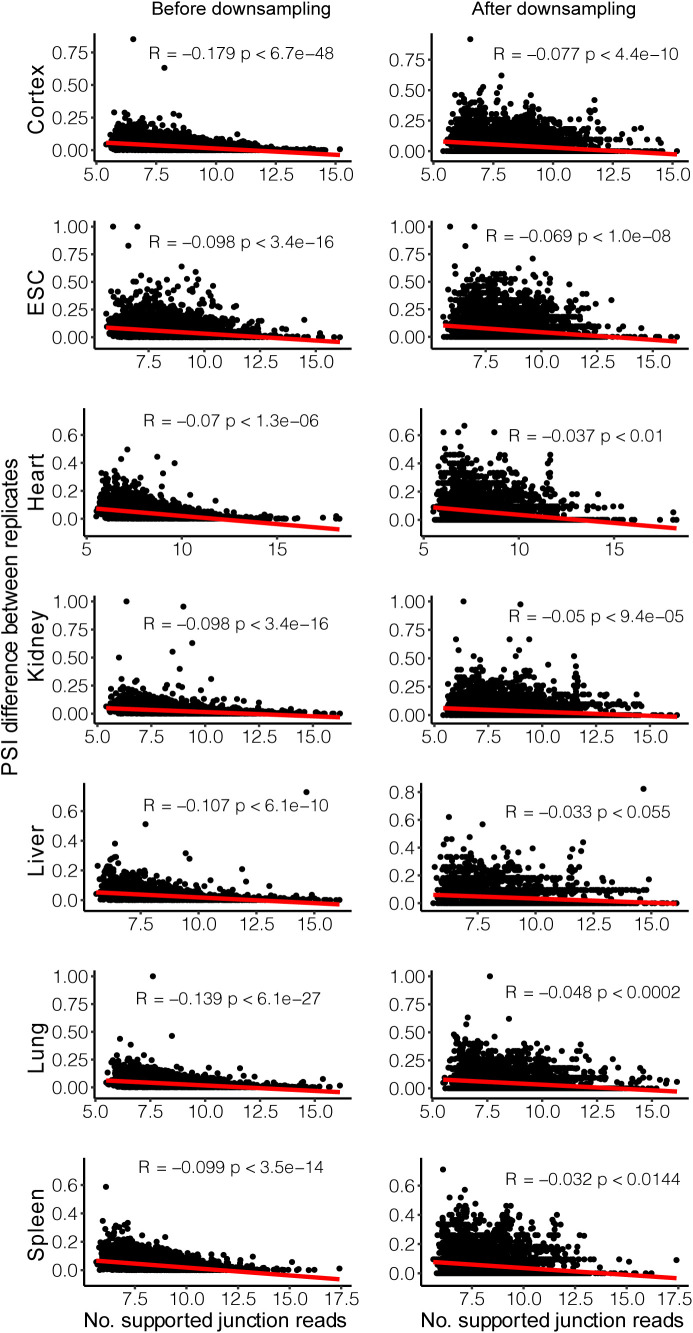
Relationship between total junction reads and percent spliced in (PSI) difference between biological replicates. The left panel shows the relationship between total reads count (all junction reads, log_2_ transformed) and PSI difference between replicates based on the original dataset. The right panel shows the relationship between original read count (log_2_ transformed) and PSI difference estimated based on the down-sampled dataset. The red line in each scatter plot was fitted by linear regression. Pearson’s correlation coefficient (R) and *P*-value are presented for each subfigure.

Patterns of allelic splicing divergence across tissues can be assigned to four different scenarios (Fig 5A): (1) both alleles exhibit tissue-dependent splicing, but the direction of change differs between alleles, (2) both alleles are spliced in a tissue-dependent manner with identical tissue-dependent isoform-preference, (3) tissue-dependent splicing occurs in only one allele whereas the other one shows no difference between tissues, (4) both alleles lack tissue-dependent splicing, but isoform usage is consistently divergent across tissues. To distinguish among these scenarios, for each event expressed in two or more tissues and divergent in at least one tissue, we compared the allelic ΔPSI_T_ (PSI_T1_ − PSI_T2_) in the tissue pair with the largest ΔΔPSI (|ΔPSI_Allelic_T1_ − ΔPSI_Allelic_T2_|; see the Materials and Methods section; Fig 5B). We considered an event with ΔPSI_T_ higher than 0.1 as differentially spliced between tissues. Of the 2,443 events, only 85 (3.5%) events exhibited opposite signs of ΔPSI_T_ in the two tissues, fitting scenario 1. This shows that *cis*-divergence causing opposite allelic changes between tissues is rare, similar to the previously observed patterns for alternative polyadenylation (Li et al, 2020). 

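By the quasi-binomial calls, 870 events were expressed in 2 or more tissues and divergent in at least one. Of these, 22 (2.53%) had opposite signs of ΔPSI_T_ above 0.1 on the alleles and fell in scenario 1. After thinning to 20 reads and without a test, the share was 7.52%.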

Among the remaining events, 247 fit scenario 2 with parallel changes in isoform abundance between tissues and 456 fit scenario 4 with equal divergence across tissues, whereas the majority (1,655, 67.7%) fit scenario 3 with only one allele showing tissue-dependent splicing. 

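Scenario 2 held 106 (12.2%) of these 870 events, scenario 4 held 140 (16.1%) and scenario 3 held 602 (69.2%). Of the 730 events in scenarios 1 to 3, 82.5% were in scenario 3. No test was run on these counts.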

The much higher frequency for scenario 3 in comparison to scenario 1 and 2 remained almost the same if different cutoffs (ranging from 0.1 to 0.2) were applied to determine differential splicing between tissues (see the Materials and Methods section; Table S8 and Fig S9).

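With a cutoff of 0.15 in place of 0.1, the 870 events divided into 7, 70, 499 and 294 in scenarios 1 to 4, and with a cutoff of 0.2 into 0, 49, 400 and 421. Scenario 3 thus held 46.0% of the events at 0.2, where scenario 4 held the most.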

**Figure 5.**
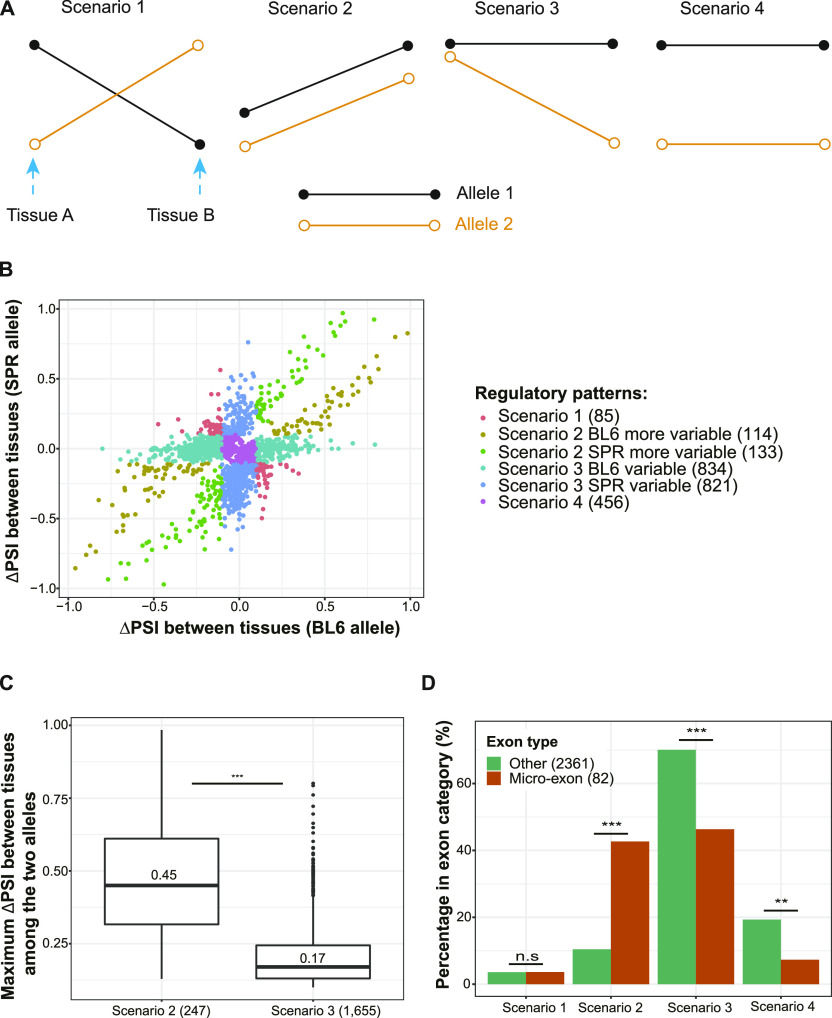
Patterns of tissue-dependent allelic splicing divergence. **(A)** Scheme illustrating the four scenarios. Each segment indicates the pattern of splicing change of one allele between tissues and the two alleles are indicated with two different colors. **(B)** Allele-specific tissue-regulatory patterns. The x-axis presents the percent spliced in (PSI) difference of the C57BL/6J (BL6) allele between the two tissues with maximal difference in allelic ΔPSI, and the y-axis presents the corresponding information for the SPRET/EiJ (SPR) allele. **(C)** Scenario 2 holds higher PSI difference between tissues than Scenario 3. The maximum between-tissue PSI differences of the two alleles are compared among the four scenarios. Median value of the ΔPSI_T_ in each scenario is indicated in the box, and numbers in parentheses represent the numbers of events belonging to the corresponding scenarios. One-sided Wilcoxon rank-sum test was used to test for significance. **(D)** Micro-exons are enriched in Scenario 2 and less likely to be in Scenario 3 or 4. The bar plot shows the percentage of each scenario compared between micro-exons (dark orange) and other exons (forest green). Fisher’s exact test was used to test for significance. n.s., not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

Table S8 Classification of the four scenarios under different cutoffs.

**Figure S9.**
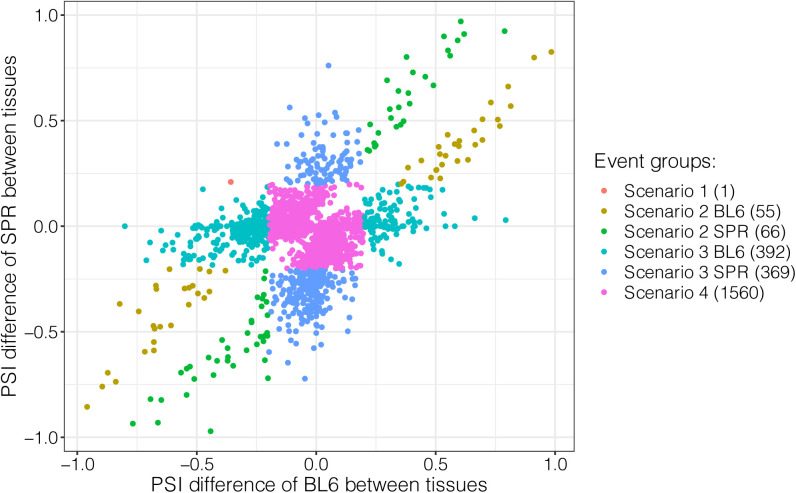
Classification of the four scenarios with more stringent percent spliced in difference threshold (0.2). We changed the threshold of 0.1 as in Fig 5B to 0.2, and the number of events in “Scenario 3” (761) is still much higher than that in “Scenario 1” (1) and “Scenario 2” (121).

We then compared the tissue-dependent regulation of the (more) variable allele between scenario 2 and scenario 3. Interestingly, as shown in Fig 5C, the maximum tissue difference is significantly higher in scenario 2, compared to scenario 3 (median value 0.45 versus 0.17, Wilcoxon rank-sum test, *P* < 2.2 × 10^−16^; Fig 5C). This indicates that on one hand scenario 2 consists of more events with functional tissue-dependent regulation. On the other hand, for events in scenario 3, the allele with tissue-dependent splicing may be under noisy regulation. 

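The larger ΔPSI_T_ of both alleles had a median of 0.469 over the 106 events in scenario 2 and of 0.219 over the 602 events in scenario 3. The difference of 0.250 gave p = 1e-05 in a two-sided permutation test over events, the smallest possible. Single replicates gave 0.287 and 0.298.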

If this is true, we would expect that in scenario 3 the variable allele is less conserved. In contrast, if the allele with tissue-dependent splicing reflects functionally important regulation, that allele should show a more conserved pattern. To distinguish this, we took advantage of a published RNA-seq dataset (Thybert et al, 2018) for whole brain, liver, kidney, and heart from the closely related out-group species *Mus caroli* (Ryukyu mouse) and *Mus pahari* (Gairdner’s shrewmouse). We considered all events expressed in at least two of the four tissues with out-group data and divergent in at least one of them, and classified them into the scenarios as described above (with the difference that we only consider the tissue pair with the largest ΔΔPSI among these four tissues and not all seven). In total, 826 events in the selected tissue pairs fit scenario 3 (Fig S10A). 

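Restricted to cortex, heart, kidney and liver, 370 of 589 events (62.8%) fell in scenario 3 by the quasi-binomial calls.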

We compared their splicing patterns in the two tissues with their orthologous events in the respective tissues of the two out-group species (see the Materials and Methods section; Fig S10B). 170 events have orthologous events in at least one of the two out-groups, and indeed, among them the variable allele is less likely to exhibit the tissue-dependent splicing pattern conserved with the out-group species than the stable allele (23.5% versus 44.1%; Table S9). For these events with non-conserved variable allele, the observed tissue-dependent splicing might represent increased molecular error due to a lack of *trans*-regulatory buffering in the tissue where accurate isoform choice is less important.

**Figure S10.**
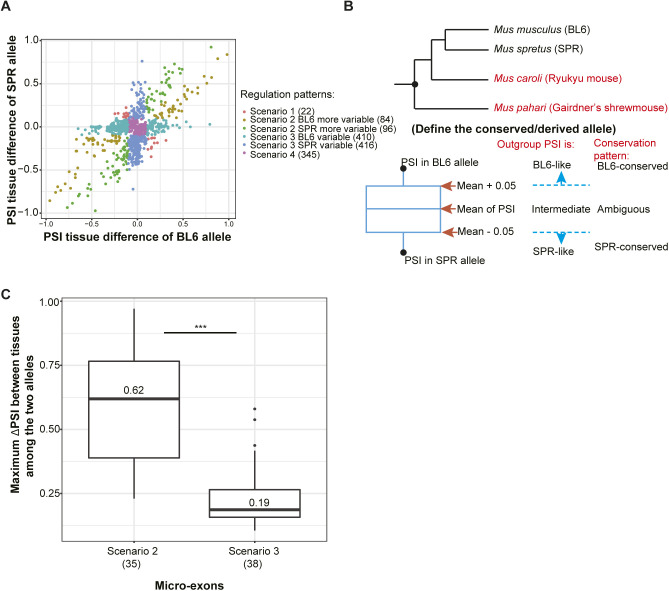
Tissue-regulatory patterns of splicing divergence in four selected tissues (cortex, heart, kidney, and liver). **(A)** Tissue-regulatory patterns of splicing divergence in four selected tissues. The x-axis presents the ΔPSI of the C57BL/6J (BL6) allele between the two tissues with maximal difference in allelic ΔPSI, and the y-axis presents the corresponding information for the SPRET/EiJ (SPR) allele. **(B)** Definition of the conserved allele by using two out-groups (*Mus caroli* and *Mus pahari*). **(C)** Micro-exon events in Scenario 2 have larger PSI differences between tissues than those falling in Scenario 3. The magnitude of the difference is even bigger than the difference between the two scenarios in all exons. The y-axis represents the maximum of {∆PSI between tissues of the BL6 allele, ∆PSI between tissues of the SPR allele}. The median value of the ∆PSI in each scenario is indicated in the box, and numbers in parentheses represent the numbers of events belonging to the corresponding scenarios. One-sided Wilcoxon rank-sum test was used to test for significance. Box plot elements: center line, median; box limits, lower and upper quartiles; whiskers, lowest and highest value within 1.5 IQR. n.s., not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

Table S9 Splicing patterns of events in “Scenario 3” compared with out-group species.

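Of the 24 micro-exons among the divergent events, 14 (58.3%) fell in scenario 2, against 92 (10.9%) of the 846 longer exons, an odds ratio of 11.5 (two-sided Fisher's exact test over events, p = 4.89e-08). Each replicate alone gave odds ratios of 8.50 and 6.67. For micro-exons the median of the larger ΔPSI_T_ was 0.640 in scenario 2 (n = 14) and 0.257 in scenario 3 (n = 10). The difference of 0.383 gave p = 0.00808 in a two-sided permutation test over events. With a cutoff of 0.2 it was 0.274 (11 against 9 events) and no longer passed the threshold (permutation p = 0.0738).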

When comparing micro-exons to larger exons, we found that micro-exons showing allelic divergence are enriched in scenario 2 (Fig 5D), and that the difference between scenario 2 and scenario 3 in the magnitude of tissue-dependent change is even higher for micro-exons (median value of ΔPSI_T_ 0.62 versus 0.19, Wilcoxon rank-sum test, *P* = 9.9 × 10^−13^; Fig S10C) than for all exons as a whole (Fig 5C), again indicating the functional importance of tissue-dependent regulation in this exon class.

### Perturbation of the splicing machinery unmasks non-adaptive *cis*-regulatory changes

As mentioned above, for Some-Divergent events, in tissues where accurate splicing of a gene is important, both alleles often showed conserved splicing patterns, even if mutations might have led to weaker *cis*-regulatory signals in one allele. We therefore hypothesized that in these “important” tissues, relevant *trans*-regulators, when expressed at high levels, could buffer against potentially deleterious *cis*-regulatory changes. In contrast, in tissues, where these splicing regulators are expressed at low levels, the phenotypic effects of *cis*-regulatory mutations would become visible.

To examine such buffering effect, instead of individual tissue-specific splicing regulators, which would only affect a limited number of events and therefore would not validate our buffering hypothesis in a statistically meaningful manner, we chose to perturb the general splicing machinery and then compared the allelic splicing pattern in our F1 system. 

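For the perturbation experiment, fibroblasts derived from an F1 hybrid mouse were treated with 0.1 μM pladienolide B or with its solvent DMSO for 4 h, with 2 replicates each. Pladienolide B binds SF3B, a part of the U2 snRNP that recognizes the branch site of an intron, and so slows the assembly of the spliceosome. The 4 RNA-seq libraries were processed by the authors in the same way as the tissues, for SE events and for retained introns (RI), with junction counts of all reads and of each allele. Summed over SE events, the total junction reads numbered 148813435 and 151755602 after DMSO and 129067054 and 149420347 after pladienolide B. The C57BL/6J allele took between 53.1% and 53.8% of the allelic reads. Its reads numbered 30863221 and 31043936 after DMSO and 41924745 and 48555783 after pladienolide B. Those of the SPRET/EiJ allele numbered 27056558 and 27410826, and 36074434 and 41716487. Allelic reads were thus more numerous after treatment while total reads were not, and the cause was not tested.

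The effect of the treatment was tested with a quasi-binomial logistic model of inclusion against skipping reads of the treated and control libraries, as for the alleles. An event changed with an adjusted p under 0.05 and a change in PSI of at least 0.1. Allelic divergence was called in each condition alone, with the limits used for the tissues, except that the agreement of allelic with all reads was judged by the difference in PSI only. Because a call in one condition only is no test of a difference between conditions, the interaction of allele and treatment was fitted too. On data simulated at the depth of these libraries, 89.5% of 200 changed events were found after DMSO, 61% after pladienolide B and 54% in the test of the interaction. The changed events lay away from the ends of the PSI scale. The interaction was simulated with the lower overdispersion of the DMSO libraries in both conditions, so its share may be too high.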

More specifically, we treated a fibroblast cell line, previously derived from the same F1 hybrid mice (Gao et al, 2015), with pladienolide B, a macrocyclic lactone that inhibits mRNA splicing by selectively binding to the splicing factor 3B (SF3B) (Kotake et al, 2007; Yokoi et al, 2011), a key component of the spliceosomal U2 snRNP complex (Gozani et al, 1998). We expected that pladienolide B treatment of our F1 fibroblasts would result in a decrease in splicing accuracy and therefore unmask many of the previously unobserved *cis*-divergences.

We determined mRNA levels and splicing patterns similarly as those in F1 hybrid tissues (see the Materials and Methods section). Consistent with previous publications (Yoshimoto et al, 2017; Wu et al, 2018), pladienolide B treatment led to an increase in exon skipping and intron retention (Fig 6A). 

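Over the 9929 SE events with at least 20 reads in each of the 4 libraries, and a PSI not above 0.9 in all of them nor below 0.1 in all of them, pladienolide B changed the PSI by a median of −0.106, and 88.4% of the events had a lower PSI after treatment. The median PSI was 0.993 after DMSO and 0.832 after pladienolide B. By the quasi-binomial test, 4729 SE events (47.6%) changed, 4627 of them to a lower and 102 to a higher inclusion. Over 1050 RI events the median change was 0.16, from a median PSI of 0.121 to 0.442, and 687 (65.4%) changed, 633 of them to a higher retention. For both kinds of event the two-sided sign-flip permutation test over events gave p = 1e-05, the smallest possible. From 1 replicate at a time the median change of SE events was −0.119 and −0.11.

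Among changed SE events with the same direction in both replicates, the largest change was that of an exon of Txndc11 (ENSMUSG00000022498) on chromosome 16 from 11104566 to 11104659 (mm10), whose mean PSI went from 1 to 0.0302 ± 0.0104 (SD, n = 2; adjusted p of the quasi-binomial test over all events, 3.37e-16), from 31 to 82 reads per library. An exon of Setd5 (ENSMUSG00000034269) on chromosome 6 from 113109885 to 113109990 went from 1 to 0.0459, and an exon of Srfbp1 (ENSMUSG00000024528) on chromosome 18 from 52487512 to 52487593 from 1 to 0.0537. The retained introns with the largest change lie in Syvn1 (ENSMUSG00000024807) on chromosome 19 between the intron ends 6048608 and 6048694, from a mean PSI of 0.0104 to 0.955, in Osgin1 (ENSMUSG00000074063) on chromosome 8 between 119442570 and 119442915, from 0.0318 to 0.973, and in Ing4 (ENSMUSG00000030330) on chromosome 6 between 125047941 and 125048175, from 0.0287 to 0.967.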

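With at least 20 reads on each allele in each of the 4 fibroblast libraries, and without events near a PSI of 0 or 1 or with allelic reads that depart from all reads, 3902 SE events could be compared between pladienolide B and DMSO. The median number of reads per event, allele and library was 332 after DMSO and 89 after pladienolide B.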

Given the focus of all our analyses on SE events, we considered the 3,583 SE events detected in both pladienolide B–treated and control (DMSO treated) samples. As shown in Fig 6B, both the percentage of allelic divergent events and the average magnitude of divergence increased dramatically after pladienolide B treatment (Fig 6B). 

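The median |ΔPSI| between the alleles was 0.0222 after DMSO and 0.0745 after pladienolide B. It rose in 74.8% of the 3902 events, by a median of 0.0374 (two-sided sign-flip permutation test over events, p = 1e-05, the smallest possible). By the quasi-binomial test, 445 events were divergent after DMSO and 594 after pladienolide B, of which 268 (6.87%) in both. The median rise from 1 replicate at a time was 0.0415 and 0.0416.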

Whereas 195 (5.4%) events were divergent only in the control sample, 670 (18.7%) were so in the treatment sample. This difference became even larger if we only considered highly divergent events (with |ΔPSI| ≥ 0.2): 295 (8.2%) events are highly divergent only in pladienolide B–treated cells, whereas 63 (1.8%) are highly divergent only in the control sample. 

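Of the 3902 events, 177 (4.54%, 95% Clopper-Pearson interval 3.90% to 5.24%) were divergent only after DMSO and 326 (8.35%, 7.51% to 9.27%) only after pladienolide B, a ratio of 1.84 (two-sided exact McNemar test over events, p = 2.99e-11). With the reads of each event thinned to the lower of both conditions, only 2.84% were divergent only after DMSO. With the FDR of the authors' deposited table, 18.5% were divergent only after pladienolide B. The interaction of allele and treatment, which tests the difference between the conditions itself, passed the threshold in 2 of the 3902 events, with 255 at an unadjusted p under 0.05. Neither was among the 326 events divergent only after treatment. This test is limited near the ends of the scale. In 312 of the events an allele was at a PSI of 0 or 1 in both conditions, or both alleles were in one condition, and there the lowest unadjusted p was 0.993, so they could not pass. In another 965 an allele was at 0 or 1 in one condition, and none of them passed. Of these, however, 79 (8.19%) had an unadjusted p under 0.05, against 6.70% of the 2625 events without an allele at 0 or 1. No limit of the test is thus shown for the 965. With the replicate block the interaction passed in 0.384% of the events.

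The 3 largest allelic differences found only after pladienolide B were those of exons of Pcdh18 (ENSMUSG00000037892) on chromosome 3 from 49753284 to 49753447, Tsr1 (ENSMUSG00000038335) on chromosome 11 from 74898377 to 74898480 and Stx11 (ENSMUSG00000039232) on chromosome 10 from 12944152 to 12944286 (mm10). For Pcdh18 the SPRET/EiJ allele had a PSI of 0.969 ± 0.0195 (SD, n = 2) after DMSO and 0.219 ± 0.119 after pladienolide B, with the C57BL/6J allele at 1 in both. For Tsr1 the allelic difference went from 0.0705 to 0.739, and for Stx11 from −0.250 to −0.717. The interaction had an adjusted p of 0.988 for Tsr1 and 0.923 for Stx11. For Pcdh18 it cannot be judged, since an allele at a PSI of 1 in both conditions lets a model without interaction fit as well.

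**Figure D4:**
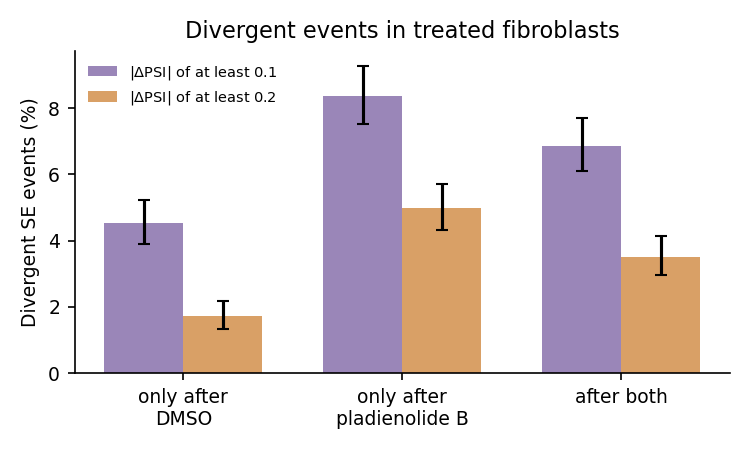
Percent of the 3902 SE events (y axis) that were divergent between the alleles only after DMSO, only after pladienolide B, or after both, for a |ΔPSI| of at least 0.1 and of at least 0.2, with 95% Clopper-Pearson intervals. Only after pladienolide B the shares are 8.35% and 4.97%.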

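With a |ΔPSI| of at least 0.2, 67 events (1.72%) were divergent only after DMSO and 194 (4.97%) only after pladienolide B, a ratio of 2.90 (two-sided exact McNemar test over events, p = 1.69e-15).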

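The additive effect A was computed for the 2625 events whose PSI was neither 0 nor 1 on either allele in both conditions, which left out 1277 events. The mean PSI of both replicates was used, with the lower allele as the start. The median of A was 1.88 after DMSO and 2.05 after pladienolide B. The difference of 0.175 between these medians gave p = 0.0015 in a two-sided permutation test over events. That test did not pair both conditions of the same event. A rose in 53.2% of the events. With PSI limited to between 0.01 and 0.99, which keeps all 3902 events, the median of A was 1.55 and 2.70. The difference of 1.15 had a permutation p of 1e-04, the smallest that 10000 resamples can give. The median change within the same event was smaller, 0.527, and A rose in 67.7% of the events. The size of A near a PSI of 0 or 1 then rests on these limits. With at least 50 reads per allele and replicate the difference was 0.121 (permutation p = 0.0847).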

We obtained similar results when using the fold change in splicing efficiency due to *cis*-mutations, that is, the additive effect “A” as described before (Baeza-Centurion et al, 2019; Baeza-Centurion et al, 2020), instead of ΔPSI as a measure of splicing divergence (see the Materials and Methods section; Fig S11).

**Figure 6.**
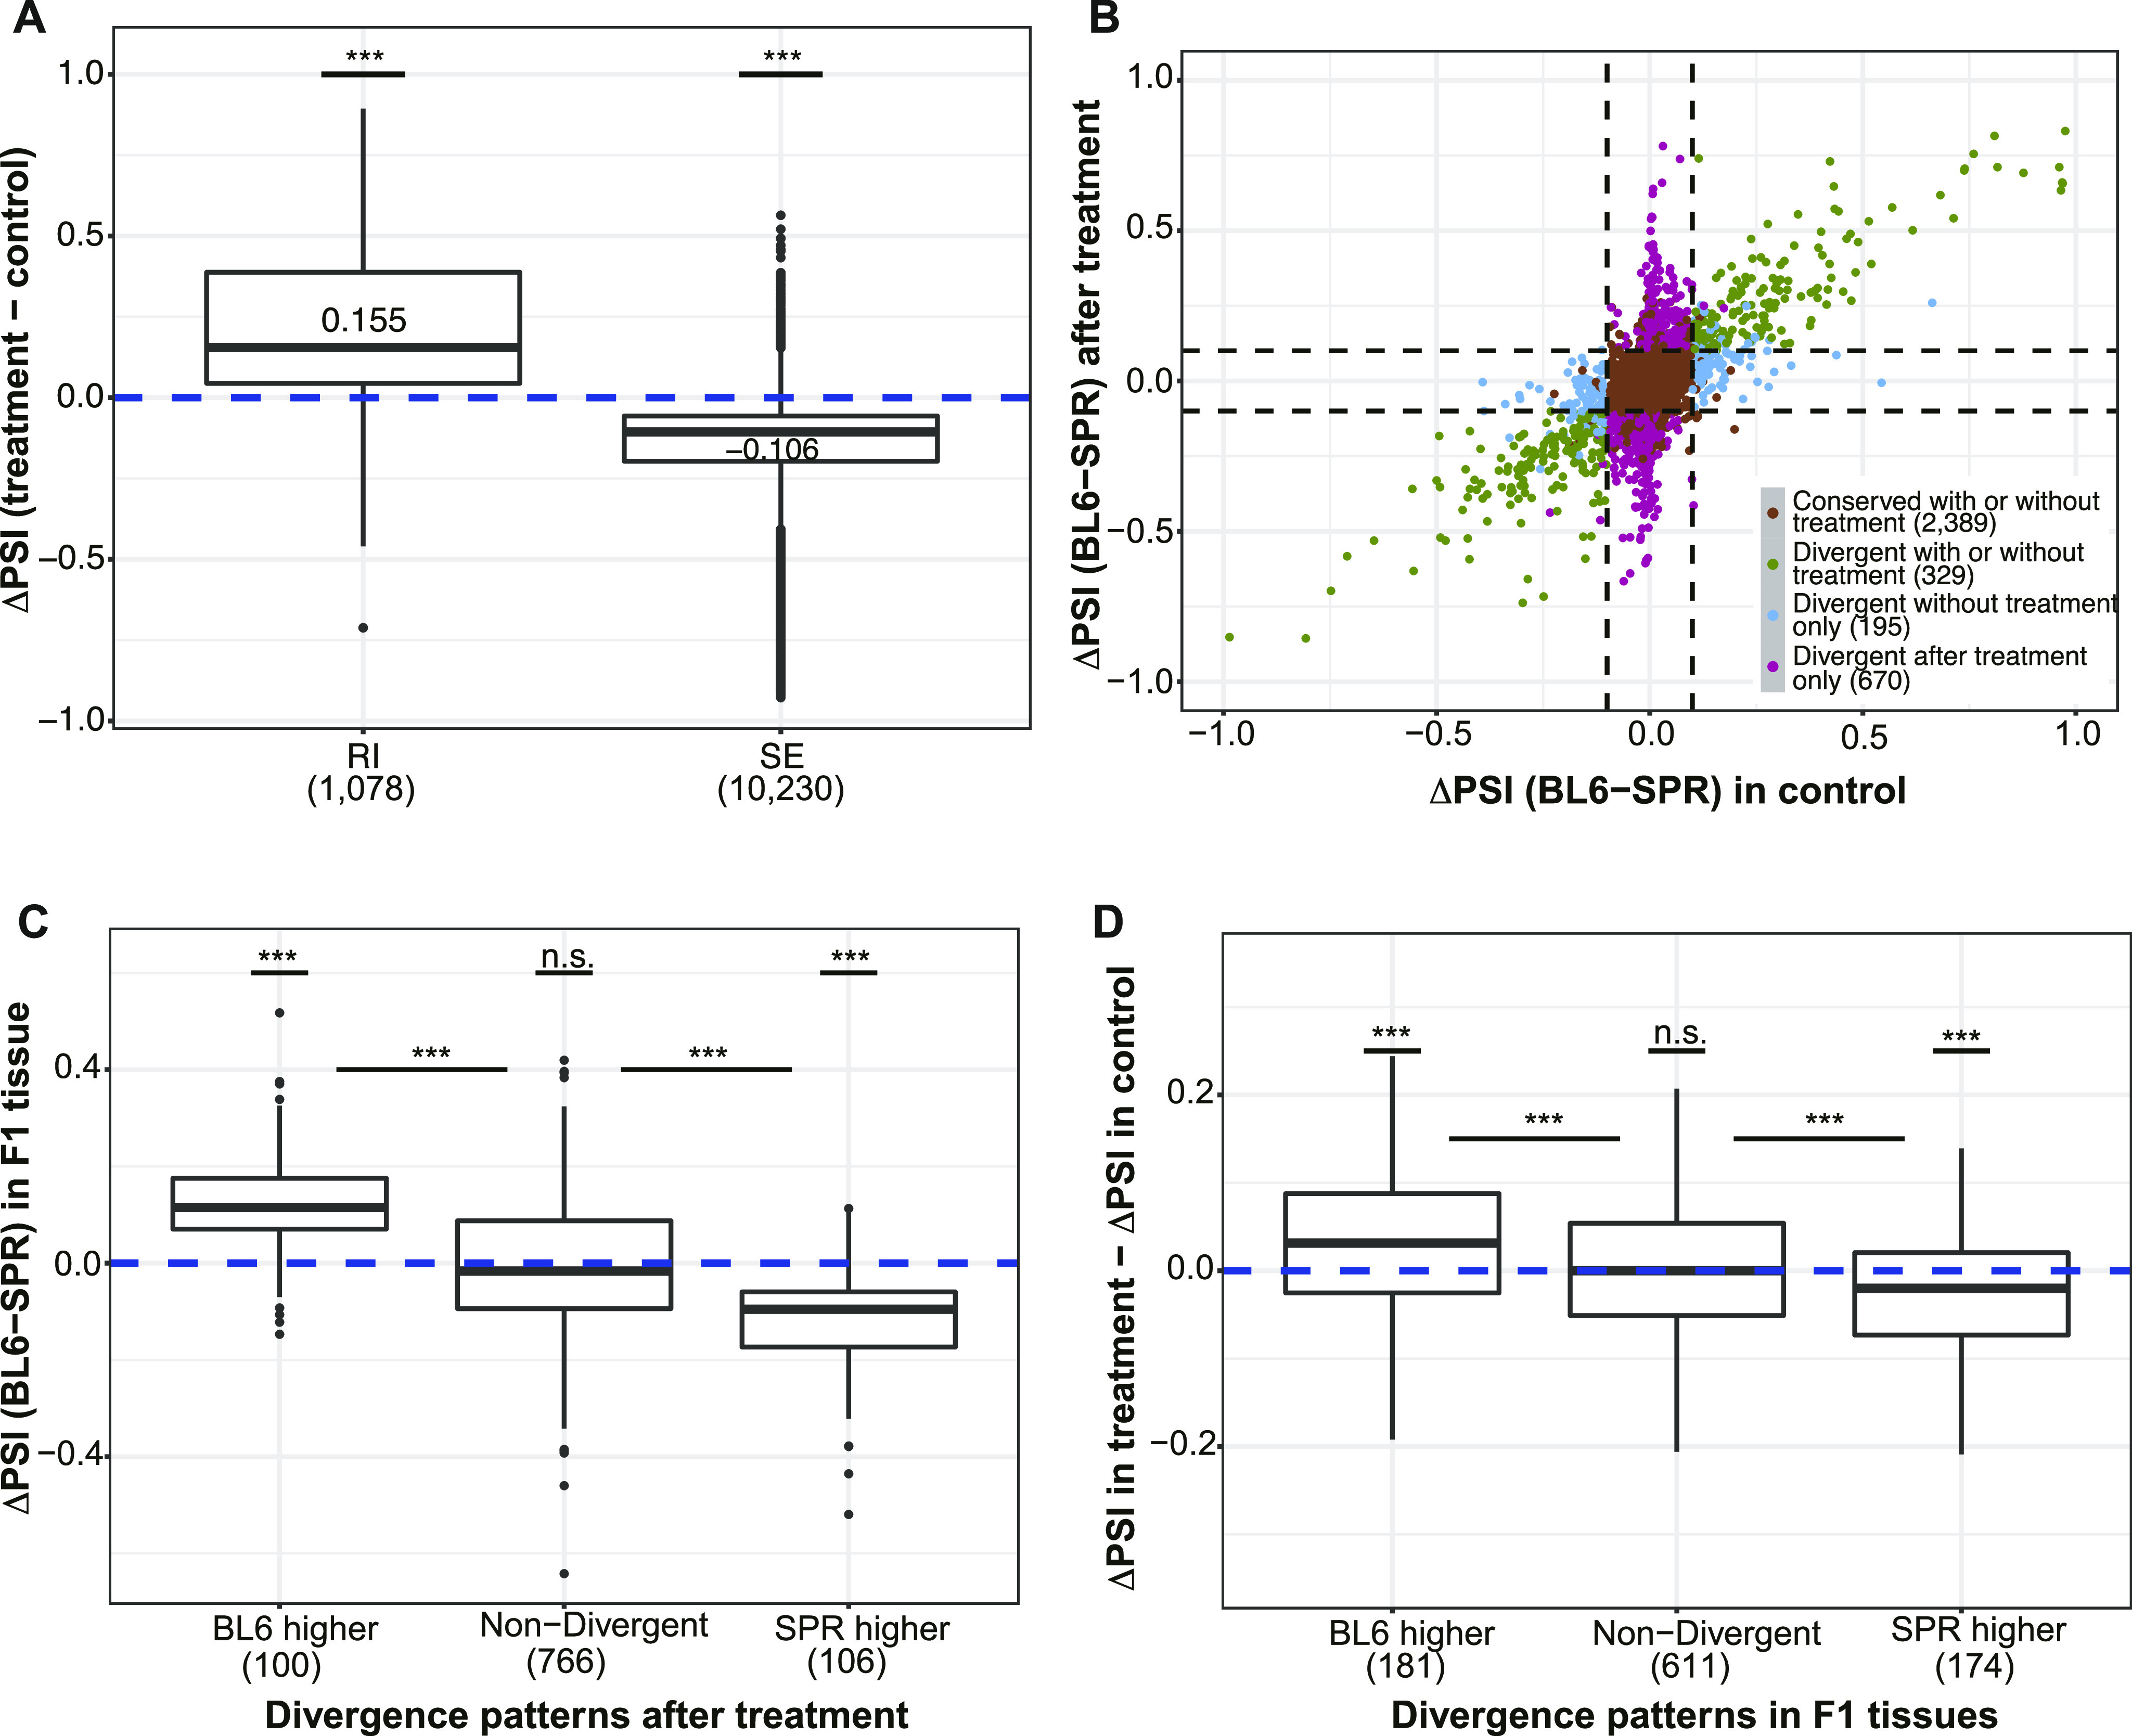
Many previously buffered non-adaptive *cis*-regulatory changes are unmasked by perturbation of the splicing machinery. **(A)** Incidence of Retained Introns (RI) and Skipped Exons (SE) increased after pladienolide B (0.1 μM) treatment (one-sided Wilcoxon signed-rank test). **(B)** Increase in allelic splicing divergence after pladienolide B treatment. x-axis and y-axis are percent spliced in (PSI) divergence between the two alleles in the DMSO treated sample and the pladienolide B–treated sample, respectively. Events are classified into different groups based on PSI divergence in the two samples. The count of events in each group is indicated by numbers in parentheses. **(C)** Patterns of PSI divergence after pladienolide B treatment are consistent with those in other F1 tissues. Events were classified into different groups based on allelic splicing divergence after pladienolide B treatment, and the maximal ΔPSI between alleles in F1 tissues are compared for the above groups. **(D)** Divergent events in F1 tissues are also more likely divergent after pladienolide B treatment and with consistent direction. Events were classified into three groups based on the divergence pattern in F1 tissues, and the ΔPSI (BL6-SPR) values were compared between pladienolide B–treated samples and DMSO-treated samples. Outliers in each group are hidden and the y-axis has been limited to −0.35 to 0.35. One-sided Wilcoxon signed-rank test was used to test difference from zero for median values within each group, whereas one-sided Wilcoxon rank-sum test was used for comparing between groups. Box plot elements: center line, median; box limits, lower and upper quartiles; whiskers, lowest and highest value within 1.5 IQR. n.s., not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure S11.**
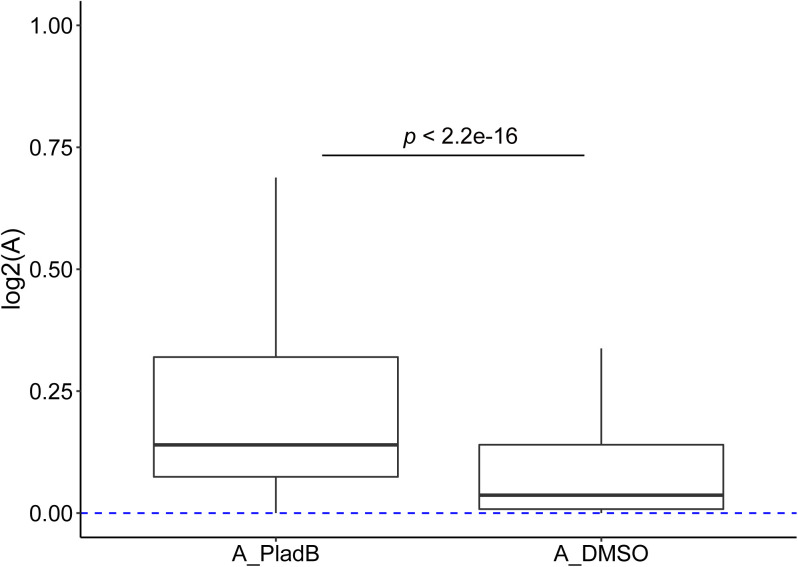
Additive effects (“A”) on splicing efficiency of *cis*-regulatory variants under treatment (“A_PladB”) and control (“A_DMSO”) samples. We used the lower percent spliced in (PSI) value of the two alleles as starting PSI and the higher one as the final PSI to calculate the effects on splicing efficiency of *cis*-regulatory variants under treatment and control samples separately and compared “A” between the two conditions. Wilcoxon rank-sum test was used to test the difference.

We then examined the potentially unmasked events after pladienolide B treatment, that is, those non-divergent in control fibroblasts but divergent after treatment. Among 670 events, 206 were also expressed in at least one of the seven tissues we investigated. 

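Of the 326 events divergent only after pladienolide B in the quasi-binomial calls, 114 also had enough allelic reads in at least one of the 7 tissues.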

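The 114 events divergent only after pladienolide B had a median |ΔPSI| of 0.118 in the tissue with the largest allelic difference. For the 1041 events divergent in neither condition it was 0.0936. The difference of 0.0243 gave p = 0.00178 in a two-sided permutation test over events. It was 0.00809 and no longer passed the threshold with reads thinned to 20 per allele and replicate (permutation p = 0.0604), and 0.00642 and 0.000363 from 1 replicate at a time.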

As shown in Fig 6C, these events showed significantly higher allelic difference in the expressing F1 tissues than those that remain non-divergent after treatment. 

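In 102 (89.5%) of the 114 events divergent only after pladienolide B, the allelic difference after treatment had the same sign as in the tissue with the largest |ΔPSI| (two-sided exact binomial test over events, p = 6.01e-19). With reads thinned to 20 the share was 70.9%, and from 1 replicate at a time it was 76.3% and 74.2%.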

Importantly, for these events, the direction of divergence unmasked after treatment is largely consistent with that observed in the divergent tissues, indicating that the same *cis*-regulatory variants are contributing to the splicing differences observed after splicing perturbation. Furthermore, we looked from the other side and examined how different events categorized based on allelic data from the seven tissues responded to the pladienolide B treatment. As shown in Fig 6D, after perturbation, the divergent events defined based on the F1 tissue data showed higher magnitude of change in their allelic divergence than the non-divergent ones and again the allelic difference after treatment generally was in the same direction as the divergence observed in the F1 tissues. This further corroborated that under non-optimal splicing regulation, the *cis*-regulatory variants would result in higher allelic splicing divergence.

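Of the events compared in fibroblasts, 280 were divergent in a tissue and 1150 in none. After pladienolide B, 260 (92.9%) of the 280 had the same sign of ΔPSI as in the tissue (two-sided exact binomial test over events, p = 2.01e-54). The size of the change in ΔPSI between the conditions had a median of 0.0548 for divergent and 0.0552 for non-divergent events, a difference of −0.000321 (two-sided permutation test over events, p = 0.94). The signed change differed from that of non-divergent events by −0.00455 for the 143 events with higher C57BL/6J inclusion (permutation p = 0.662) and by −0.0127 for the 137 with higher SPRET/EiJ inclusion (p = 0.182). By the authors' deposited FDR these differences were 0.0131 (permutation p = 0.0678) and −0.0152 (p = 0.0171). Among events not divergent after DMSO, an alternative chosen after seeing the values, they were 0.0258 (permutation p = 0.0537) and −0.0165 (p = 0.225). The paper rests on the larger share of divergent events after treatment, the larger change of events divergent in tissues, and the shared direction. From these it argues that allelic splicing divergence rises when splicing is not optimal, and that an intact splicing machinery masks the variants. The larger change was not seen here with the quasi-binomial calls, where the difference was −0.000321.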

## Discussion

Our comprehensive analysis of allelic AS patterns in an interspecific mouse hybrid reveals that c*is*-regulatory divergence between the two strains mainly affects genes under relaxed selective constraints as predicted by the neutral theory of molecular evolution. Interestingly, for the same gene, expression levels also are generally higher in tissues in which its splicing pattern is conserved than in divergent tissues (Fig 3D). In 69.2% of these tissue-dependent divergent events, one allele exhibits no significant PSI differences between tissues (“stable” allele), but the other does (“variable” allele). The former more often represents the ancestral splicing pattern, based on the comparison with two out-group species. These findings support the hypothesis that in most cases the derived splicing pattern is the result of neutral or slightly deleterious *cis*-regulatory mutations, whose effects are masked in tissues where accurate splicing is essential. Therefore, it indicates that *trans*-regulatory factors are capable of buffering *cis*-regulatory mutations in tissues where they are highly abundant, ensuring accurate splicing of events even with “weaker” *cis*-regulation (e.g., the allele with reduced RBP binding affinity) and therefore acting as “buffers” or “phenotypic capacitors” (Rutherford & Lindquist, 1998). To test this hypothesis, we chose to chemically inhibit the splicing factor 3b (SF3B) with pladienolide B in our F1 hybrid fibroblasts because we assume that many auxiliary *trans*-regulators exert their effects through core components of the splicing machinery, for example, by increasing or decreasing the association of the splicing machinery to specific exon/intron junctions. Therefore, modest perturbation of core components might mimic that of auxiliary factors with tissue-dependent expression. As predicted, the percentage of divergent events and the average magnitude of splicing divergence between the two alleles both increased after treatment, suggesting that in many cases one allele with weak *cis*-regulatory elements is more susceptible to splicing error after this kind of perturbation and that larger error means larger deviation from an optimal splicing pattern common to both alleles. This is further supported by the finding that divergence after treatment increased in the same direction as found in the tissues where the event exhibits a *cis*-regulatory difference between the two alleles and that the change in allelic divergence is larger for the events showing higher allelic difference across tissues. The observed buffering could explain the genetic phenomenon where splicing mutations have incomplete penetrance or tissue-specific phenotypes (Scotti & Swanson, 2016), as their effects might depend on the genetic background of an organism, its physiological state, cell type, somatic mutations and the resulting *trans*-regulatory environment (Braunschweig et al, 2013). Whether the phenotypic capacitance observed in this study also leads to a significant potential for adaptive evolution as suggested by theoretical considerations and simulations (Masel, 2006), or whether *cis*-regulatory variants, whose effects are masked under normal circumstances, lead to an increased risk for cancer or degenerative diseases (Park et al, 2018), deserves further investigation. It will also be important to understand how the expression of *trans* factors in different tissues is coordinated with that of their target genes and with epigenetic modifications to ensure accurate splicing of essential genes in a tissue.

Besides *trans*-regulatory buffering, we also find that events with very high PDI values can tolerate a larger number of *cis*-regulatory mutations without showing changes in splicing patterns. This scaling law has previously been experimentally tested and mathematically described (Baeza-Centurion et al, 2019) and might contribute to the robustness of splicing events with only one optimal isoform. Indeed, as shown in Fig S12A, the non-differential events with PDI values above 0.9 show high sequence conservation in the alternative exon, but paradoxically the lowest sequence conservation in the intronic flanking region. In contrast, for those Switch-Like events, where both isoforms are functionally important, *cis*-regulatory regions experience much stronger selective constraint and therefore exhibit higher conservation in both exon and intronic flanking regions (Figs S2E and S12A). It turned out that most non-differential events have a very high PDI, whereas the Switch-Like events are composed of those with lower PDI (Fig S12B). Therefore, whereas for both categories the exons consist of sequences of functional importance, and therefore are highly conserved, only Switch-Like events exhibit high conservation in intronic regions flanking splicing sites because the non-differential events with high PDI are comparatively robust to *cis*-regulatory perturbations. 

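The median PDI over expressing tissues was 0.948 for Non-Differential, 0.911 for Low, 0.827 for Moderate-Low, 0.754 for Moderate-High and 0.826 for Switch-Like events.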

In the same manner, because they are also insensitive to the fluctuation of *trans*-regulatory environments, these events show hardly any changes in their splicing pattern across tissues. Therefore, for the events with only one optimal isoform, the robustness of their splicing pattern is largely hardwired.

**Figure S12.**
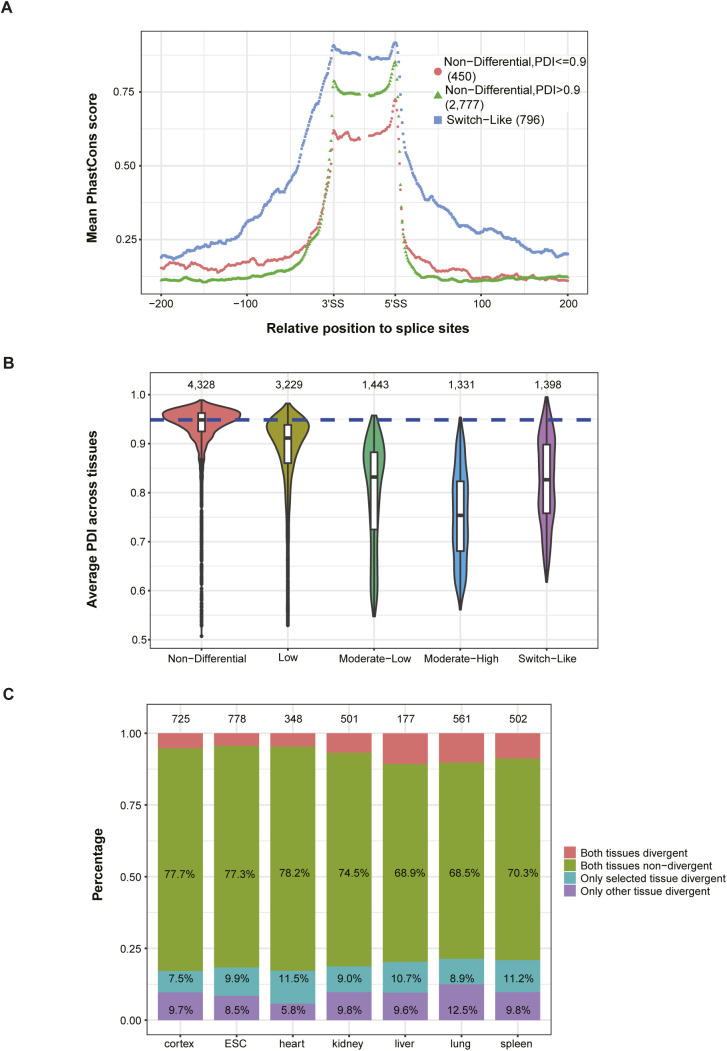
Sequence conservation and average percent dominant isoform (PDI) between tissue-regulatory patterns, divergent patterns between tissues. **(A)** Sequence conservation of regions around splicing sites of Non-Differential and Switch-Like events. Events expressed in two or more tissues and with exon size ≥60 bp and intron size ≥200 bp were used. The mean PhastCons score of each position across events within the same tissue-regulatory group for exonic regions (including 30 bp at both 5′ and 3′ end of alternative exon) and intronic regions (200-bp flanking sequences on each side) around alternative splicing sites was compared between Non-Differential events with high PDI (PDI > 0.9) and Non-Differential events with low PDI (PDI ≤ 0.9) and Switch-Like events. **(B)** Comparison of average PDI of events in the five tissue-regulatory groups. **(C)** Stacked bar plot shows the proportion of allelic divergence patterns between two tissues. Only events expressed in the selected tissue (indicated below each bar) and one other tissue are used. Proportions of four allelic divergence patterns are indicated with different colors within each bar.

Across tissues, on one hand, brain showed low allelic divergence (Fig S12C). In particular, only 7.5% of events expressed in brain and one other tissue exhibited divergence in brain, but no divergence in the other tissue. This percentage is the lowest among all the seven tissues, suggesting that the *trans*-regulatory splicing environment is most efficient in brain (Fig S12C). It also expressed the highest diversity of splicing isoforms, that is, more than half of the AS events were of PDI < 90%. 

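Among events expressed in cerebral cortex and exactly one other tissue, 29 of 817 (3.55%) were divergent only in cortex by the quasi-binomial calls, 1.35% in both and 2.08% only in the other tissue. The share divergent only in the named tissue was 6.54% in spleen (35 of 535 events), 3.20% in heart (12 of 375), 2.95% in kidney (16 of 542), 2.70% in liver (5 of 185), 2.51% in lung (15 of 597) and 0.119% in ESC (1 of 839). With the FDR of the authors' deposited table it was 6.85% in cortex, which was then the lowest of the 7 tissues, and between 8.54% in lung and 12.0% in heart elsewhere. The low value in ESC rests on the fit without replicate block, which called 55 events divergent in ESC, against 481 with the block. From 1 replicate at a time and without a test, the share was 20.7% and 25.7% in ESC, and 16.6% and 17.6% in cortex.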

Likely, both isoforms would be functional. However, given these events would be more sensitive to fluctuations of the *trans*-regulatory environment, the high splicing efficiency in brain is essential to ensure the stable/correct isoform compositions. This may explain why some splicing regulators are specific to or found in higher abundance in the nervous system (Raj & Blencowe, 2015; Vuong et al, 2016) and why neurological defects are often the most prominent symptoms of patients with mutations in splicing regulators (Singh & Cooper, 2012; Chen et al, 2019).

Although our results show that most of the divergence between closely related mammalian species fits the neutral model and that *cis*-regulatory mutations are frequently buffered in tissues where accurate splicing is important, we find five examples of splicing differences with a potential functional impact. Although it is possible that these divergent events are the result of slightly deleterious mutations, especially for those found only in laboratory-derived mouse strains, some might also contribute to species- or strain-specific adaptations. It would be interesting to further examine in future studies whether the inclusion levels of any of these exons have undergone adaptive changes and contribute to lineage-specific phenotypes.

## Materials and Methods

### Samples and sequencing

Female F1 hybrid mice (female C57BL/6J x male SPRET/EiJ) used for tissue isolation were obtained as described before (Gao et al, 2013). All mice were kept in an air-conditioned, temperature-controlled conventional animal house and obtained standard chow and water ad *libitum*. Mice were euthanized at the age of 8 wk, and tissue samples from five organs (cerebral cortex, spleen, kidney, heart, and lung) were harvested as described before from two animals (Gao et al, 2015). ESC and fibroblasts were derived from the F1 hybrid mice. Two independent ESC clones were used in this study. For perturbing the splicing machinery, pladienolide B (#16538; Cayman) was prepared in DMSO at 0.1 mM, and used to treat fibroblasts at 0.1 μM for 4 h. Control fibroblasts were treated with 0.1% DMSO for 4 h. All animal husbandry and experiments were approved by the local ethical committee (VIB and Ghent University).

Total RNA was extracted using TriZOL reagent (Life Technologies) following the manufacturer’s protocol. Then, stranded mRNA sequencing libraries were prepared with 500 ng total RNA. All samples were sequenced on a HiSeq 2000/2500 (Illumina) sequencer. Samples from heart, kidney and cerebral cortex were sequenced with paired-end reads of 101 bp in length. Samples from spleen, lung and ESC were sequenced with paired-end reads of 76 bp in length. The sequencing depth for each biological replicate was 240∼260 million reads per sample, except for the two ESC samples, for which we obtained 175 million and 202 million reads, respectively (Table S1). Data for liver were obtained from Gao et al (2015).

### Public RNA-seq data for human (human body map 2.0)

Pan-tissue RNA-seq raw data of human were downloaded from the ArrayExpress database with accession number E-MTAB-513. The raw data were mapped using STAR (version 2.7.1a) with parameters “—runThread 40 –outSAMtype BAM SortedByCoordinate –alignEndsType EndToEnd.”

### Reference genome and gene annotation

The reference *M. musculus* genome (mm10) and gene annotation of the C57BL/6J strain were downloaded from the Ensemble database (ftp://ftp.ensembl.org, version: GRCm38, release 74). SNVs and insertions/deletions (indels) between C57BL/6J and SPRET/EiJ were downloaded from the Mouse Genome Project (http://www.sanger.ac.uk/).

The vcf2diploid tool (version 0.2.6) in the AlleleSeq pipeline (Rozowsky et al, 2011) was used to construct the SPRET/EiJ genome by incorporating the SNVs and indels into the C57BL/6J genome. The chain file between the two genomes was also reported as an output, which was further used with g2gtools to convert SPRET/EiJ coordinates to C57BL/6J coordinates.

### Mapping and allele-specific read assignment

To ensure that RNA-seq reads from all the samples have the same length, we trimmed 25 bp from the 3′ end of the 101 bp reads. We aligned the RNA-seq reads to the C57BL/6J reference genome and SPRET/EiJ genome separately with HISAT2 (Kim et al, 2015) (version 2.0.1) with parameters -p 12 -k 2 --reorder –no-softclip. Reads were assigned to the genome with less mapping edit distance. The reads with equal mapping distance to both genomes were designated as common reads. Genomic alignment coordinates of the reads that were assigned to SPRET/EiJ were then converted to the corresponding locations in the C57BL/6J reference genome using the g2gtools software (version 0.1.29).

Known imprinted genes deposited in the Geneimprint database (http://www.geneimprint.com/site/genes-by-species) and genes on the sex chromosomes or mitochondria were excluded from all analyses.

### AS analysis

The “replicate Multivariate Analysis of Transcript Splicing” (rMATS) (Shen et al, 2014) software was used with the default parameters for quantification and comparison of AS. The rMATS software counts the numbers of reads and the effective lengths of the inclusion isoform and the exclusion isoform (the number of unique isoform-specific read positions) to estimate the PSI value, representing the proportion of the inclusion isoform. For an event to be counted as “expressed” we required a minimum of 20 total reads (spliced-in + spliced-out) in each replicate sample when quantifying total splicing level (without distinguishing alleles) or in each allele when quantifying allelic splicing level. Events with PSI values in all expressing tissues either higher than 0.9 or lower than 0.1 in both replicates were not considered as alternatively spliced and therefore filtered out in the analyses based on total reads. For analyses of allelic splicing patterns, these events were only filtered if these conditions were also met by both alleles considered separately. We defined the PDI as PDI = |PSI − 0.5| + 0.5.

### Allelic AS analysis

Only the reads that could be unambiguously assigned to either genome were retained for estimating allele-specific AS in the F1 hybrid. Therefore, estimated allelic PSI and ΔPSI values might be inaccurate for events with lower SNP density. To avoid this potential error, using rMATs, we calculated and compared PSI values based on (1) the union of unambiguously assigned C57BL/6J reads and SPRET/EiJ reads only and (2) the union of C57BL/6J reads, SPRET/EiJ reads and common reads. Only the events for which the PSI values were consistent between the two datasets (ΔPSI_consistency_ ≤ 0.1 and FDR > 0.5) were retained for allelic analyses.

The allele-specific difference in inclusion levels (ΔPSI_Allelic_) for each event and each tissue was calculated as the difference between the average C57BL/6J inclusion level and the average SPRET/EiJ inclusion level from the two biological repeats (ΔPSI_Allelic_ = PSI_C57BL/6J_ − PSI_SPRET/EiJ_). A hierarchical model to simultaneously account for sampling uncertainty in individual replicates and variability among replicates was used in rMATS as a measure of statistical significance for PSI differences. A combined threshold of FDR < 0.05 and average |ΔPSI_Allelic_| ≥ 0.1 was used to define divergent events between two alleles in each tissue/cell line. We defined ΔΔPSI as the difference in allelic splicing divergence between two tissues (ΔΔPSI = |ΔPSI_Allelic_T1_ − ΔPSI_Allelic_T2_).

### Definition of four scenarios of tissue-dependent allelic splicing divergence

Events expressed in two or more tissues and divergent in at least one tissue were classified into four different scenarios according to their allelic splicing patterns across tissues: (1) both alleles exhibit tissue-dependent splicing, but the direction of change differs between alleles, (2) both alleles are spliced in a tissue-dependent manner with identical tissue-dependent isoform-preference, (3) tissue-dependent splicing occurs in only one allele whereas the other one shows no difference between tissues, and (4) both alleles lack tissue-dependent splicing, but isoform usage is consistently divergent across tissues. To distinguish among these scenarios, we compared the allelic ΔPSI_T_ (PSI_T1_ − PSI_T2_) in the tissue pair with the largest ΔΔPSI (|ΔPSI_Allelic_T1_ − ΔPSI_Allelic_T2_|). If ΔPSI_T_ of both alleles is greater than the cutoff but with opposite direction, events are assigned to scenario 1; if ΔPSI_T_ of both alleles is greater than the cutoff and in the same direction, then events are assigned to scenario 2; if only ΔPSI_T_ of one allele is greater than the cutoff, these events are assigned to scenario 3; the remaining events are assigned to scenario 4, in which ΔPSI_T_ of both alleles is less than the cutoff. We repeated our classification with different cutoffs ranging from 0.1 to 0.2.

### Down-sampled dataset

To examine whether our estimates of allelic splicing divergence are biased because of sampling error, we down-sampled the assigned reads to the same level in either allele across all samples. Briefly, for each event of each allele in each sample, we randomly picked 20 reads from all junction reads supporting this splicing event, and calculated a PSI value measuring the inclusion level of the alternative exon based on these 20 reads. For total splicing level (without distinguishing between alleles), we also performed an analogous down-sampling analysis. For each event, we randomly picked 20 reads from all junction reads (including allelic reads and common reads) for each event, and calculated a PSI value based on these 20 reads.

### Calculation of switch score

To compare the AS patterns across tissues, we defined the “switch score” as the maximum pairwise absolute PSI difference (|ΔPSI_T_|) between expressing tissues, a measure also used in a previous study (Wang et al, 2008). Based on the switch score, events were classified into five groups: (1) “Non-Differential” with a switch score < 0.1; (2) “Low” with 0.1 ≤ switch score < 0.2; (3) “Moderate-Low” when the switch score was in the range of [0.2, 0.3); (4) “Moderate-High” for events with switch scores in the range of [0.3, 0.5); (5) “Switch-Like” in the case of events with switch scores ≥0.5.

### Gene expression analysis

FeatureCounts (Liao et al, 2014) was first used to calculate the number of reads properly mapped to each gene in each tissue with parameters “-p -a $gtf -O -s 2 -t exon -g gene_id -T 36 –B –fraction.” Fragments were counted once if they overlapped with multiple exons within the same gene. Fragments overlapping with more than one gene were assigned a fractional count to each overlapping gene (each overlapping gene receives a count of 1/*y* from a read, where *y* is the total number of genes overlapping with the read). Transcripts per kilobase per million mapped reads (TPM) were used to quantify gene expression levels.

### Splicing site strength score analysis

For each splicing event, nine nucleotides from position −3 through six of the 5′ splice site and 15 nucleotides from position −14 through 1 of the 3′ splice site of alternative exons were extracted from the C57BL/6J and SPRET/EiJ genomes. These sequences were uploaded to the “Analyzer Splice Tool” server (http://host-ibis2.tau.ac.il/ssat/SpliceSiteFrame.htm) to calculate the splicing site strength score.

### Estimation of sequence conservation and variant densities

PhastCons scores of the Euarchontoglires clade (comprising rodents, rabbits, primates, and related species) were used to estimate sequence conservation. The pre-calculated PhastCons score data were obtained from the UCSC genome browser through the link: https://hgdownload.cse.ucsc.edu/goldenpath/mm10/phastCons60way/. Sequence variant density in selected regions (alternative exon plus 200 bp intronic flanking region on each side) was calculated based on SNVs and indels between C57BL/6J and SPRET/EiJ, one indel being counted once irrespective of its length.

### Potential effects of AS events and measurements of selective constraint

The coding sequence (CDS) annotation of each exon in the *M. musculus* mm10 genome was downloaded from the Ensembl database (release 75) via the BioMart interface. An event was defined to affect a coding region if the alternatively spliced region in this event overlaps with the coding sequence according to the CDS annotation.

To estimate selective constraints on the amino acid sequences of proteins, we used dN/dS ratios (ratio of the number of nonsynonymous substitutions per nonsynonymous site to the number of synonymous substitutions per synonymous site) (Miyata &Yasunaga, 1980) between the house mouse (*M. musculus*) and rat (*Rattus norvegicus*) downloaded from the ENSEMBL database (ensembl.org).

### Analysis of RNA-seq data from *M. caroli* and *M. pahari*

RNA-seq data of whole brain, heart, kidney, and liver produced in a previous study (Thybert et al, 2018) were downloaded from the European Nucleotide Archive (ENA, Study accession: PRJEB20980). Two biological replicates are available for each of the four tissues for *M. caroli* and one sample is available for each tissue for *M. pahari*.

The raw reads were aligned to the *M. caroli* reference genome (version 1.1) and *M. pahari* reference genome (version 1.1), respectively, by using HISAT2 (version 2.1.0) with similar parameters as used for aligning sequencing data from our F1 tissues (and with the additional parameters “--trim3 10 --trim5 5”). The rMATS software (version 4.0.2) was used for the detection and quantification of AS events in each dataset.

### Calculation of adjusted ΔPSI between replicates

The adjusted ΔPSI between replicates is defined for each event as the PSI difference between two replicates subtracting the PSI difference of each event between two mocked replicates. To generate two mocked replicates, for each event, we first combined reads supporting the inclusion isoform and reads supporting the exclusion isoform, keeping their label, and then randomly split them into two sets as two mocked replicates based on the original read numbers in replicate 1 and replicate 2. PSI values were calculated based on labeled reads in each mocked replicate using the rMATS model. This process was repeated 100 times and the |ΔPSI|_mock_ calculated as the average |ΔPSI| between mocked replicates. Finally, the adjusted |ΔPSI| can be calculated by subtracting |ΔPSI|_mock_ from |ΔPSI| between the two original replicates. The calculation processes were completed with in-house R scripts.

### Calculation of SDS

To measure splicing divergence at the gene level, we defined the SDS as the average percentage of tissues with divergent splicing pattern among all expressing tissues of all events in the gene. More specifically, for all genes containing *n* events expressed in at least two tissues, we calculated the SDS as following:

$$\mathrm{SDS}=\frac{\sum_{i}^{n}d_{i}/e_{i}}{n}\times 100,$$

where *d*_*i*_ represents the number of tissues in which the AS event *i* is divergent, and *e*_*i*_ means the number of tissues in which the splicing event *i* is expressed.

Genes are classified into three groups based on their SDS scores: the “Non-Divergent” group contains genes with SDS = 0, “Low Divergence” are genes with SDS < 50, and “High Divergence” are genes with SDS ≥ 50.

### Identification of orthologous events in out-group species

To identify orthologous events in the two out-group species (*M. caroli* and *M. pahari*) for selected events, the orthologous genes of the events were identified first according to the annotation in the gene transfer format files of the corresponding species downloaded from Ensembl. Then every exon in the orthologous gene was compared with the exons in the selected events, and only an exon with the same size and more than 90% sequence identity was treated as an orthologous exon. For an event to be considered orthologous, all the three relevant exons need to have orthologous exons in the same order as in C57BL/6J.

### Identification of ancestral and derived allelic splicing patterns

For events with allelic divergence and with ortholog(s) in at least one of the two out-group species (*M. caroli* and *M. pahari*), the C57BL/6J and the SPRET/EiJ allele were categorized as either derived or conserved in the following way (Fig S10B).

For each tissue, we calculated the average PSI value of the C57BL/6J and the SPRET/EiJ allele. If the PSI value of the orthologous event in the corresponding tissue of the out-group (cerebral cortex in our data was compared with whole brain in the out-group species) is within the range PSI_avg_ ± 0.05 it was classified as “intermediate.” Otherwise, it was classified as either C57BL/6J-like or SPRET/EiJ-like, depending on which allelic PSI value is closer. If only one out-group was available, being either C57BL/6J-like or SPRET/EiJ-like, or both out-group values were consistently classified as similar as to the same allele, this allele was designated as “conserved” and the other one as “derived.” If the classification of the two out-groups was inconsistent (one C57BL/6J-like and one SPRET/EiJ-like) or both were classified as “intermediate,” the conservation pattern was considered ambiguous in this tissue.

To determine the overall conservation pattern, we compared the tissue pair with the largest difference in ΔΔPSI among the four tissues with out-group data. If the same allele was classified as “conserved” (with ancestral splicing pattern) in both tissues, we used this classification for our analysis. If the two tissues showed opposite conservation patterns (in one tissue the C57BL/6J allele was classified as conserved and in the other tissue the SPRET/EiJ allele), the event was excluded. If both tissues were classified as “ambiguous,” the overall conservation pattern was considered “ambiguous.” In the remaining cases (one tissue with ambiguous and one with unambiguous conservation pattern), we determined the pattern based on the tissue with the larger magnitude of divergence between the C57BL/6J and the SPRET/EiJ allele.

### Identification of candidates of divergent splicing with potential functional relevance

Splicing events largely divergent between species may have functional impact on organismal phenotype if they occur on highly conserved exons and within highly expressed genes. To search for such kind of splicing events, we identified all candidate events with |ΔPSI| ≥ 0.5 in at least one tissue, and an expression level in the divergent tissue(s) no less than 30 (TPM). In addition, the maximal expression level of the gene in tissues with large divergence had to be equal to or higher than the average expression level of this gene across expressing tissues. Finally, alternative exon of the event is highly conserved (mean PhastCons score ≥ 0.8).

### Calculating the fold change of splicing efficiency between alleles

We also calculated fold change of splicing efficiency to measure splicing divergence (additive effects, “A”) as used by Baeza-Centurion et al (2019) and Baeza-Centurion et al (2020). By taking one allele (allele with the lower PSI) as starting allele, an “A” score was calculated according to the following equation:

$$A=\frac{\mathrm{PS}I_{s}^{2}-100\times \mathrm{PS}I_{s}+\Delta \mathrm{PSI}\times \mathrm{PS}I_{s}-100\times \Delta \mathrm{PSI}}{\mathrm{PS}I_{s}\left(\Delta \mathrm{PSI}+\mathrm{PS}I_{s}-100\right)},$$

where *PSI*_*s*_ represents the starting PSI; Δ*PSI* denotes the PSI difference between the two alleles.

## Data Availability

Raw and transformed data are available from the Gene Expression Omnibus (accession GSE154727).

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

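RNA-seq libraries of F1 hybrids between C57BL/6J and SPRET/EiJ were used: cortex, heart, kidney, lung, spleen, liver and ESC with 2 replicates each, and fibroblasts treated for 4 h with 0.1 μM pladienolide B or with DMSO, 2 replicates each. The authors aligned the reads with HISAT2 2.0.1 without soft clipping to the C57BL/6J genome (mm10) and to a SPRET/EiJ genome, gave each read to the genome with the smaller edit distance, and converted SPRET/EiJ coordinates with g2gtools 0.1.29. The authors counted junction reads with rMATS at default parameters on the Ensembl 74 annotation, and deposited junction read counts that are not normalized, with both replicates in one list. The authors deposited the effective lengths of both forms and the inclusion level difference, each a score written by rMATS. The deposited FDR is an adjusted p-value by rMATS over the events of each table. The deposited expression values are in TPM, made by the authors from alignments of all reads with featureCounts.

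Replicates were read from the position in each list, alleles and conditions from the sample labels and the tables. The liver libraries carry other strain names in their labels, and were used as the paper describes them. PSI was recomputed from counts and effective lengths, with a minimum of 20 reads per event and replicate, and per allele for allelic comparisons. Events on the sex chromosomes and mitochondria were left out, except for the X chromosome in the closing section, as were events with a PSI above 0.9 in each replicate of every expressing tissue or below 0.1 in each. PDI, the switch score with limits of 0.1, 0.2, 0.3 and 0.5, the SDS with a limit of 50, and the scenarios with a cutoff of 0.1 follow the paper. Log2 ratios of TPM used a pseudocount of 0.1. The gene identifiers of 99611 of 100198 events (99.4%) were found in the reference, and 97.6% of these events lie in protein-coding genes.

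Allelic reads were held against all reads with a limit of 0.1 on the difference in PSI and of 0.5 on the authors' deposited FDR of that comparison, in every expressing tissue. The paper leaves open whether this holds per event or per tissue. Event counts under 17 combinations of readings of this filter and of the filter near 0 or 1 were computed and set beside the paper's, and ranged from 5793 to 66347. The reading per event with both total and allelic PSI near 0 or 1 in the tissues with allelic reads, which keeps 10901 events, was chosen after that. It follows the wording of the Methods, but a reading that lay close to the paper's counts had been seen, and its closeness played a part in the choice.

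Divergence and the effect of pladienolide B were tested with a quasi-binomial logistic model of inclusion against skipping counts. Its dispersions, of at least 1, were moderated with the squeezeVar method of limma, rewritten in Python. The prior follows read depth by a spline with 4 degrees of freedom. Both alleles of a library were fitted without a block, as in the paper, and with the library as a replicate block in an alternative, because the replicate differences of the alleles were correlated, with r between 0.0787 and 0.396 in tissues and between 0.0163 and 0.0907 in fibroblasts. The F test was adjusted by the Benjamini-Hochberg method to an FDR of 0.05, with a |ΔPSI| of at least 0.1. Correlations, medians and paired differences were tested with two-sided permutation tests with 100000 resamples (10000 in alternatives, seed 1), shares with Fisher's exact, exact binomial and exact McNemar tests, and intervals are 95% Clopper-Pearson. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and R 4.3.3 with limma 3.58.1. The last was used only to compare the rewritten squeezeVar with limma's own on random values.

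The model was tested on simulated data with the read depths of these libraries, in which 200 events were changed. It recovered 62.5% of them in cortex, 51.5% in heart, 64% in kidney, 59% in lung, 60.5% in spleen, 59% in liver, 22.5% in ESC, 89.5% after DMSO, 61% after pladienolide B, 54% for the interaction and 73% for the treatment, with at most 3.94% false calls. No effect shared by both alleles of a library was simulated for these rates. The changed events lay away from the ends of the PSI scale and had large effects, so recovery in the real data may be lower. For the interaction, both conditions were given the overdispersion of the DMSO libraries (0.00440), while that after pladienolide B was 0.00997. A prior without depth trend recovered between 0% and 32% with the same model. All simulated events of a comparison had the same overdispersion, so their dispersion rose with depth by construction. This favoured the depth trend in advance, and the comparison of priors is no support for it. The order of these steps matters for the calls: 3 forms of the prior, 1 without and 2 with a depth trend, had been fitted to the real data, and their numbers of calls seen beside those of the authors' deposited table, before any data were simulated. The trend was brought in after the first form had given few calls. That form also chose the events that enter the prior by another rule, so the alternative without depth trend, which uses the later rule, is not the same form. It was kept because the dispersion rose with depth in each tissue, and the simulation came later. Median junction reads per library were 80580860 in tissues and 149116891 in fibroblasts, with 20563658 and 20579174 on the C57BL/6J and SPRET/EiJ allele in tissues, and 36484340 and 31742630 in fibroblasts.

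The results, the kind of test and the alternatives were set before the data were examined. The form of the prior and the reading of the filters were not, nor were the alternatives named as chosen later. The alternatives were the FDR of the authors' deposited table, a replicate block, 10 or 50 reads, a |ΔPSI| of at least 0.2, no consistency filter, reads thinned to 20 or to the lower condition, 1 event per gene, cutoffs of 0.15 and 0.2, PSI without length normalization, PSI limited to between 0.01 and 0.99, no filter near 0 or 1, genes with a TPM of at least 1, a pseudocount of 1, and each replicate left out in turn. Genes are named where the paper gives their splicing, and for the 3 largest changes with the same direction in both replicates, 1 event per gene, among micro-exons in cortex, SE and RI events after pladienolide B, and events divergent only after it. Sequence variants, splice site strengths, conservation, dN/dS ratios, the out-group species, and the coding share of exons were not analysed here, since they rest on other data or on coding coordinates. The list of imprinted genes, which the paper leaves out of all its analyses, was not used here, so these genes were kept in every count.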

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

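Both tests of explanations in this part, the thinning of the reads for the interaction and the other splits of the alleles on the X chromosome, were chosen only after the result was seen.

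An interaction of allele and treatment, that is an allelic difference that changes with pladienolide B, was found in 2 of 3902 events, and 255 had an unadjusted p under 0.05. In 312 events with an allele at a PSI of 0 or 1 in both conditions, or both alleles in one, the test could not pass (lowest p 0.993). In 965 with an allele at 0 or 1 in one condition none passed, though 79 had an unadjusted p under 0.05. With the replicate block the share was 0.384%, and with 50 reads 0.0928%. Both events are named although their values were seen first. The exon of Tcp1 (ENSMUSG00000068039) on chromosome 17 from 12917798 to 12917883 had a mean PSI of 0.897 on the C57BL/6J and 1.000 on the SPRET/EiJ allele after DMSO, and of 0.715 and 0.823 after pladienolide B (adjusted p of the quasi-binomial test, moderated by limma's squeezeVar method, 0.000103). Its ΔPSI was −0.102 and −0.108, so the change lies on the logit scale of the model, where an allele near a PSI of 1 weighs more, and hardly in PSI. The exon of Ube2n (ENSMUSG00000074781) on chromosome 10 from 95541638 to 95541778 had a ΔPSI of 0.0414 after DMSO and −0.0891 after pladienolide B, with the same sign in both replicates of each condition (adjusted p 0.0375). Reads per allele and library numbered 2656 to 4624 for Tcp1 and 935 to 2714 for Ube2n.

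Over all compared events, the median per event, allele and library was 332 reads after DMSO and 89 after pladienolide B. Tcp1 and Ube2n had 935 to 4624 reads, above both medians, which argues against sampling noise from few reads for these 2 events. With the reads thinned to the lower condition, 1 event passed the threshold. Thinning also takes power from the test, so this count does not decide whether read depth plays a part. Reads shared with paralogs or pseudogenes and strain variants that favour the alignment of one allele were not tested, and stay open beside a difference between the alleles in their dependence on SF3B.

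The paper leaves out the sex chromosomes. On the X chromosome, 30 of 315 events in 181 genes (9.52%) were divergent in at least one tissue, against 10.2% of the autosomal events. By tissue the share was 12.3% in cortex, 9.47% in heart, 6.09% in kidney, 11.0% in lung, 5.56% in spleen, 4% in liver and 1.62% in ESC. When the alleles of the 2 libraries of a tissue were instead split so that each group mixed both alleles, 2 and 0 calls were made over the 7 tissues. The split by allele, adjusted over the X chromosome alone like these, gave 65, from 842 pairs of event and tissue. Differences between libraries or chance calls would give about as many calls in each split, which argues against them. The mixed splits carry the allelic difference as noise, which lowers their calls, so 2 calls is no estimate of the false ones. A strain variant that favours the alignment of reads from one allele differs between the alleles in every library and was not tested. X inactivation, which can leave one allele with fewer reads in a clone or tissue, was not tested either, and no biological explanation is drawn from these shares.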

How the results depend on the processing

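The prior without depth trend, the consistency filter per tissue, the filter near 0 or 1 over all tissues with total reads, the restriction to protein-coding genes, the one to events not divergent after DMSO and the average of TPM over other tissues for candidate events are tests chosen only after the results were seen. Each of 155 results was recomputed under the alternatives that bear on it, which gave 1663 values, of which 1304 kept their direction and their side of the threshold or stayed close to the value reported. The alternatives added later changed 1 value in size and 1 in strength. The prior without depth trend changed none beyond these limits: the share of divergent events was 5.23% in cortex and 0.707% in ESC, against 6.48% and 0.905%. In simulated data, whose dispersion rose with depth by construction, the same prior recovered few changed events. Why the real data depended on it less was not tested. Among the results that answer a comparison, the alternatives set at the start gave 50 values that moved, 8 weaker, 7 stronger and 8 reversed, and leaving out a replicate gave 50 that moved and 6 reversed. Among the results that answer no comparison of their own, the same alternatives gave 79 values that moved, 17 weaker, 14 stronger and 25 reversed, and leaving out a replicate gave 72 that moved and 21 reversed. The edgeR test on inclusion and skipping counts was not run, although the counts of each replicate could be read, and the quasi-binomial test was used instead. The share of coding exons was not run, because the reference holds no coding coordinates. The cause of the changes given here was not tested, except where the construction of an alternative shows it.

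The number of SE events was 91472 when events near a PSI of 0 or 1 were kept and 6734 with 1 event per gene, against 15120, by construction. Keeping those events also gave a share of PDI of 0.9 or less in cortex of 14.3% (against 53.4%) and a share of Switch-Like events of 2.81% (against 11.6%). Spearman's rho between PDI and expression over all genes in cortex, −0.0109, became 0.256 with them (permutation p = 1e-04, the smallest that 10000 resamples can give) and 0.0461 with 1 event per gene (permutation p = 0.00280). Without length normalization of PSI, the same rho was −0.00479 in kidney (permutation p = 0.764) and −0.0537 in ESC (permutation p = 0.00110), and with 50 reads it was −0.00801 in spleen, each of the opposite sign. Spearman's rho between PDI and the replicate difference changed sign to −0.0308 in cortex without length normalization, for a PDI of 0.9 or less. Thinned to 20 reads it changed sign to 0.0307 in cortex over all events, and for a PDI of 0.9 or less to 0.0669 in kidney, 0.0912 in lung and 0.105 in spleen.

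The number of divergent events rests on the test more than on any other choice tried. With reads thinned to 20 and no test, the share of divergent events was 25.2% in cortex, 26.8% in heart, 21.2% in kidney, 25.1% in lung, 26.2% in spleen, 21.0% in liver and 25.6% in ESC, and 48.8% in at least one tissue, since without a test sampling noise enters the calls. With the FDR of the authors' deposited table it was 14.9% in cortex, 19.2% in heart, 13.9% in kidney, 17.3% in lung, 17.9% in spleen, 15.1% in liver and 15.2% in ESC, and 31.4% in at least one, against 10.2% by the quasi-binomial test. With the replicate block it was 11.1% in kidney, 10.3% in lung, 8.63% in liver, 7.91% in ESC and 17.0% in at least one tissue. ESC was then no longer set apart from spleen (8.41%), liver and cortex (9.05%) by their 95% intervals. Spleen, the highest without the block, was above ESC alone. For a |ΔPSI| of at least 0.2 it was 4.43% in kidney, 4.29% in lung, 4.48% in spleen and 6.71% in at least one, by construction lower. All-Divergent events were 5.16% after thinning, 4.34% with the deposited FDR, 2.67% with the block and 2.29% with 50 reads, against 1.23%. Some-Divergent events were 48.6%, 30.3% and 16.4% in the first 3 of these and 6.41% for a |ΔPSI| of at least 0.2, against 10.3%, and Non-Divergent events 46.3% after thinning, against 88.5%.

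The relations of divergence with expression changed direction. High against Low Divergence genes gave a log2 difference of −0.0584 after thinning (permutation p = 0.220), −0.0865 with the deposited FDR (permutation p = 0.244), 0.0512 with the replicate block (permutation p = 0.630), 0.13 for a |ΔPSI| of at least 0.2 (permutation p = 0.462), 0.21 with 50 reads (permutation p = 0.0726) and 0.12 with 1 event per gene (permutation p = 0.575), against 0.39. Low Divergence against non-divergent genes gave −0.25 and −0.28 in the first 2 of these (permutation p = 1e-04 in both) and −0.25 for a |ΔPSI| of at least 0.2 (permutation p = 0.00130), against −0.0328. High Divergence against non-divergent genes gave −0.31 and −0.37 (permutation p = 1e-04 in both), −0.0272 with the block (permutation p = 0.767) and −0.12 for a |ΔPSI| of at least 0.2 (permutation p = 0.390), against 0.36. In single tissues the log2 difference was −0.23 in cortex, −0.36 in heart, −0.18 in kidney, −0.28 in lung, −0.27 in spleen, −0.29 in liver and −0.33 in ESC after thinning, −0.42 in cortex, −0.31 in heart, −0.16 in kidney, −0.30 in lung, −0.25 in spleen, −0.0479 in liver and −0.31 in ESC with the deposited FDR, and −0.34 in cortex for a |ΔPSI| of at least 0.2 (permutation p = 0.00470). In kidney, lung, spleen and liver it stayed positive for a |ΔPSI| of at least 0.2 but no longer passed the threshold (permutation p between 0.108 and 0.759), nor did kidney with the replicate block (0.11, permutation p = 0.197). The median log2 ratio of expression in non-divergent over divergent tissues was 0.30 after thinning and 0.30 with the deposited FDR, −0.0579 for a |ΔPSI| of at least 0.2 (permutation p = 0.220) and −0.0319 with 50 reads (permutation p = 0.299), against −0.22. The median rho between |ΔPSI| and expression was −0.107 and −0.200 in the first 2 (permutation p = 1e-04 in both). Scenario 3 held 46.0% of the events with a cutoff of 0.2, which by construction moves events to scenario 4.

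After pladienolide B, thinning to 20 reads gave 9.66% divergent only after DMSO and 29.3% only after treatment, a ratio of 3.04, the same sign as in the tissues in 70.9%, and a difference in tissue |ΔPSI| of 0.00809 (permutation p = 0.0604). For a |ΔPSI| of at least 0.2 the shares were 1.72% and 4.97%. Thinning to the lower condition gave 2.84% only after DMSO and an interaction in 0.0256% of the events. The deposited FDR gave 18.5% only after treatment, and a change of events with higher SPRET/EiJ inclusion of −0.0152 (permutation p = 0.0171), which was −0.0195 with 10 reads (permutation p = 0.0397). The difference in A was 0.121 with 50 reads (permutation p = 0.0847). The interaction was found in 0.0928% of the events with 50 reads and in 0.384% with the replicate block. Treated and control libraries share replicate numbers only: the correlation of their replicate differences was 0.00568 for SE and −0.00551 for RI events, so the numbers were not read as pairs.

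Leaving out one replicate leaves 1 library per group and no test, so divergence was called by |ΔPSI| alone, which by construction lets noise into the calls; the values are given from the lowest to the highest of the 2 fits. For PDI above 0.9 and expression, rho was −0.0895 to −0.0772 in heart, −0.0944 to −0.0408 in lung, −0.0711 to −0.0553 in spleen, −0.0402 to 0.0594 in liver and −0.144 to −0.0205 in ESC. The share of divergent events was 25.1 to 26.6% in cortex, 30.7 to 31.3% in heart, 20.4 to 22.0% in kidney, 26.7 to 27.1% in lung, 26.6 to 30.0% in spleen, 22.2 to 26.9% in liver, 26.3 to 32.0% in ESC and 55.3 to 56.7% in at least one tissue. All-Divergent events were 5.78 to 5.79%, Some-Divergent 53.5 to 54.2% and Non-Divergent 40.0 to 40.7%. The odds ratio of micro-exons in Switch-Like events was 6.80 to 7.20 and the share higher in cortex 87.7 to 88.7%. The difference in magnitude between All- and Some-Divergent events was 0.111 to 0.113 and that by starting PSI 0.0674 to 0.0690. The log2 difference in expression was −0.14 in both for High against Low Divergence, −0.36 to −0.28 for Low Divergence against non-divergent and −0.50 to −0.42 for High Divergence against non-divergent genes. In single tissues it was −0.59 to −0.51 in heart, −0.49 to −0.41 in kidney, −0.58 to −0.55 in lung, −0.51 to −0.39 in spleen, −0.56 to −0.30 in liver and −0.56 to −0.41 in ESC. The median log2 ratio of non-divergent over divergent tissues was 0.55 to 0.56 and the median rho −0.214 to −0.200. The odds ratio of Non-Divergent events was 2.54 to 3.00, scenario 2 exceeded scenario 3 by 0.287 to 0.298, and the odds ratio of micro-exons in scenario 2 was 6.67 to 8.50. Pladienolide B changed SE events by −0.119 to −0.11, 32.0 to 33.0% were divergent only after it, with a ratio of 4.97 to 5.52, the median rise in |ΔPSI| was 0.0415 to 0.0416, the same sign held for 74.2 to 76.3% and the difference in tissue |ΔPSI| was 0.000363 to 0.00642.

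Depth may limit these results where a call needs it: the median was 102 reads per event, allele and replicate in cortex and 89 after pladienolide B. With 2 replicates per group, events in genes with few reads may pass the test less often, but calls were not compared by read number.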

Differences from the paper's values

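In this part, the restriction to protein-coding genes, the one to events not divergent after DMSO, the filter near 0 or 1 over all tissues with total reads and the average of TPM over other tissues are tests chosen only after the results were seen. Of 130 values that the paper states and that were also computed, 51 differed and 79 did not. A count or share differs where one value is more than 1.5 times the other, and a correlation where the values lie further apart than the error. That error is the larger of the SD of the values from 1 replicate at a time and the sampling error of rho for the number of events or genes. An alternative closes a gap where its value no longer differs in this sense. Of the alternatives run for a value, those not named as closing its gap did not close it.

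The calls of divergence were repeated with the FDR of the authors' deposited table, the replicate block, a minimum of 10 reads, a minimum of 50 reads, a |ΔPSI| of at least 0.2, no consistency filter, reads thinned to 20, replicate 1 left out, replicate 2 left out and 1 event per gene, all set before the data were examined. All-Divergent events numbered 93 (the paper's 298), and the FDR of the authors' deposited table, the replicate block, reads thinned to 20, replicate 1 left out and replicate 2 left out closed the gap. Some-Divergent events numbered 777 (the paper's 2145), and the FDR of the authors' deposited table closed the gap. Divergent events made up 6.48% (the paper's 14.7%) in cortex and 0.905% (the paper's 15.4%) in ESC, where the FDR of the authors' deposited table closed the gap. They made up 6.61% (the paper's 19%) in heart, 6.53% (the paper's 17.1%) in lung, 7.17% (the paper's 17.7%) in spleen and 10.2% (the paper's 32.8%) in at least one tissue, where the FDR of the authors' deposited table and reads thinned to 20 closed the gap. In kidney the share was 7.02% (the paper's 14%), and the FDR of the authors' deposited table, the replicate block and replicate 2 left out closed the gap. In liver it was 4.99% (the paper's 15.1%), and the FDR of the authors' deposited table, reads thinned to 20 and replicate 1 left out closed the gap. Events divergent only in cortex, among those expressed in cortex and one other tissue, made up 3.55% (the paper's 7.5%), and the FDR of the authors' deposited table and a minimum of 50 reads closed the gap.

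By the SDS, for which genes with a TPM of at least 1 were also tried, non-divergent genes numbered 3690 (the paper's 2373), and the FDR of the authors' deposited table, the replicate block, a minimum of 50 reads, reads thinned to 20 and 1 event per gene closed the gap. Low Divergence genes numbered 549 (the paper's 1509), and the FDR of the authors' deposited table, reads thinned to 20, replicate 1 left out and replicate 2 left out closed the gap. High Divergence genes numbered 149 (the paper's 248), and the replicate block, a minimum of 50 reads, no consistency filter and 1 event per gene closed the gap.

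The scenarios were also tried with cutoffs of 0.15 and 0.2. They were assigned to 870 (the paper's 2443) events, of which 22 (the paper's 85) fell in scenario 1, 602 (the paper's 1655) in scenario 3 and 370 (the paper's 826) in scenario 3 within 4 tissues. For these counts the FDR of the authors' deposited table closed the gap. Scenario 2 held 106 (the paper's 247) events, and the FDR of the authors' deposited table, the replicate block and no consistency filter closed the gap. Scenario 4 held 140 (the paper's 456), and the FDR of the authors' deposited table, reads thinned to 20, replicate 1 left out, replicate 2 left out and a cutoff of 0.2 closed the gap. With the cutoff of 0.15, scenarios 1 to 4 held 7 (the paper's 19), 70 (the paper's 164), 499 (the paper's 1149) and 294 (the paper's 1111) events, and with that of 0.2 they held 0 (the paper's 1), 49 (the paper's 121), 400 (the paper's 761) and 421 (the paper's 1560). No further alternative was run at these cutoffs.

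In fibroblasts, where reads thinned to the lower condition were also tried, events divergent only after pladienolide B numbered 326 (the paper's 670) and made up 8.35% (the paper's 18.7%). Of them, 114 (the paper's 206) had enough reads in a tissue. For these values the FDR of the authors' deposited table closed the gap. For a |ΔPSI| of at least 0.2 the number was 194 (the paper's 295), and the FDR of the authors' deposited table, the replicate block, a minimum of 10 reads, no consistency filter and reads thinned to the lower condition closed the gap. The share was 4.97% (the paper's 8.2%), and the FDR of the authors' deposited table and a minimum of 50 reads closed the gap.

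Spearman's rho between PDI and expression for a minimum PDI of 0.9 or less was −0.0914 (the paper's −0.11) in cortex, and a minimum of 50 reads, reads thinned to 20, PSI without length normalization and replicate 2 left out closed the gap. The other settings tried there were a minimum of 10 reads, no filter on events near 0 or 1, replicate 1 left out, 1 event per gene and genes with a TPM of at least 1. The restriction to protein-coding genes, which was chosen after seeing the values, gave −0.108 and also closed it. For PDI and the replicate difference, Spearman's rho was tried with a minimum of 10 reads, a minimum of 50 reads, reads thinned to 20, PSI without length normalization, no filter on events near 0 or 1 and 1 event per gene. Over all events it was −0.0381 (the paper's −0.13) in cortex, −0.142 (the paper's −0.22) in liver, −0.120 (the paper's −0.19) in lung and −0.152 (the paper's −0.21) in spleen, and none of the alternatives set before the data were examined closed the gap. In heart it was −0.146 (the paper's −0.2), and a minimum of 10 reads and 1 event per gene closed the gap. In kidney it was −0.0737 (the paper's −0.17), and no filter on events near 0 or 1 closed the gap. For a PDI of 0.9 or less it was 0.00966 (the paper's −0.02) in cortex and −0.0262 (the paper's −0.06) in liver, and a minimum of 50 reads and PSI without length normalization closed the gap. It was 0.0222 (the paper's 0.003) in heart, and a minimum of 50 reads closed the gap. It was −0.0187 (the paper's −0.06) in kidney and −0.01000 (the paper's −0.04) in lung, where none of the alternatives set before the data were examined closed the gap. For a PDI above 0.9 it was −0.179 (the paper's −0.26) in cortex, −0.292 (the paper's −0.33) in heart, −0.144 (the paper's −0.23) in kidney, −0.243 (the paper's −0.32) in liver and −0.218 (the paper's −0.27) in lung, and none of the alternatives set before the data were examined closed the gap. In spleen it was −0.303 (the paper's −0.35), and reads thinned to 20 and no filter on events near 0 or 1 closed the gap.

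Among statements on rank and direction, the paper finds splicing more conserved between the alleles in cortex and kidney than in heart and spleen. By the quasi-binomial calls the shares of divergent events were 6.48% in cortex, 6.61% in heart, 7.02% in kidney and 7.17% in spleen. The paper's order was reached with the FDR of the authors' deposited table, with reads thinned to 20, and with either replicate left out. The paper calls the share divergent only in the named tissue lowest in cortex, whereas here it was 3.55% in cortex and 0.119% in ESC. It was lowest in cortex only with the FDR of the authors' deposited table, at 6.85%.

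The paper gives High Divergence genes a lower expression than Low Divergence genes, and these a lower one than non-divergent genes (Fig. 3C). Here the log2 differences were 0.39 and −0.0328. Both were negative with the FDR of the authors' deposited table, with reads thinned to 20 and with either replicate left out, while a |ΔPSI| of at least 0.2 gave −0.25 for the latter with the former at 0.13. In individual tissues (Fig. S3J), genes with divergent events had the higher median expression in all 7, by 0.0125 in cortex to 0.85 in liver on the log2 scale. The same 4 settings gave a negative difference in all 7 tissues. In cortex alone a negative difference also came from 1 event per gene, a minimum of 50 reads, no consistency filter, the replicate block and a |ΔPSI| of at least 0.2, and from the filter near 0 or 1 over all tissues with total reads, chosen after seeing the values. For Some-Divergent events the paper has the higher expression in non-divergent tissues (Fig. 4A), and here the median log2 ratio was −0.22. It was positive in those 4 settings alone.

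Fig. 6D gives events divergent in tissues a larger change of allelic divergence after treatment than non-divergent events. Here the median size of the change differed by −0.000321 (permutation p = 0.940). A larger change was found with reads thinned to 20 (0.00830, p = 0.0611), with a minimum of 50 reads (0.00174, p = 0.711), with the FDR of the authors' deposited table (0.00173, p = 0.651) and without replicate 1, and none of the 3 p-values was under 0.05. In the direction of the divergence in tissues, the signed change would be positive for events with higher C57BL/6J inclusion and negative for those with higher SPRET/EiJ inclusion. Relative to non-divergent events it was −0.00455 for the former and −0.0127 for the latter. The former was positive and the latter negative with the FDR of the authors' deposited table (0.0131, permutation p = 0.0678, and −0.0152, p = 0.0171), the replicate block (0.0125 and −0.00840), 1 event per gene (0.00601 and −0.00833) and replicate 2 left out, and with events not divergent after DMSO, chosen after seeing the values (0.0258, permutation p = 0.0537, and −0.0165, p = 0.225). The paper counts Apbb3 and Limch1 among its candidates, and here neither met the conditions on |ΔPSI| and expression, with either test, when TPM was averaged over the tissues with allelic reads. Averages over other tissues were chosen after seeing the values. Over all 7 tissues, which departs from the paper's average over expressing tissues, Limch1 met them by the quasi-binomial calls, and both did with the FDR of the authors' deposited table. Over the tissues with enough total reads Apbb3 alone did, with that FDR. The reading of the consistency filter was itself settled after event counts had been set beside the paper's, so the closeness of event totals is no independent result. The exon of Apbb3 was called divergent in 2 of 5 tissues, against 4 with the FDR of the authors' deposited table. The legend of Fig. S7E calls the inclusion of the Mff exon specific to heart, and here the exon was divergent in 3 tissues, cortex and lung besides heart, also with the deposited FDR. The key of Fig. S7A gives the higher inclusion of the Pkp4 exon to the SPRET/EiJ allele, whereas in the deposited counts the C57BL/6J allele had a PSI of 0.899 to 0.994 and the SPRET/EiJ allele of at most 0.00145. The alleles in the counts were told apart by an order inferred from the paper's definition of the allelic difference. For Limch1 and Mff that order gave the direction stated in the legends of Fig. S7.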

Other observations

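The tests of events in the middle of the PSI range, of additive effects of allele and treatment, of the power of the test in highly expressed genes, and of the rank of cortex and of kidney after thinning were chosen only after the result was seen.

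More events were divergent only after pladienolide B than only after DMSO. Summed over all SE events, allelic reads were more numerous after treatment. The compared events, however, had fewer reads after it, a median of 89 against 332 per allele and library. The reads of each event were therefore thinned to the lower condition. The ratio was then 2.95 (328 against 111 events, two-sided exact McNemar test over events, p = 5.91e-26), so the excess remained at equal depth. In simulated data, however, the test found 61% of changed events after pladienolide B and 89.5% after DMSO. Fewer reads would thus tend to lower the calls after treatment, which makes thinning a weak test of depth as the cause. Among the 1948 events whose PSI from all reads moved by less than 0.05, the allelic |ΔPSI| still rose by a median of 0.0248 (two-sided sign-flip permutation test, p = 1e-05, the smallest that it can give), in 69.1% of them. In the other 1954 events the median rise was 0.0588. This subset leaves open a move of inclusion levels toward the middle of the PSI range, since its reads were not equal in number and a small move can still take an event off the end of the scale. The 316 events with a PSI of 0.3 to 0.7 after DMSO were therefore compared with reads thinned to the lower condition and without a test. A |ΔPSI| of at least 0.1 was seen only after pladienolide B in 41 and only after DMSO in 45 of them, a ratio of 0.911 (two-sided exact McNemar test over events, p = 0.747), against 929 and 162 of the other events, a ratio of 5.73. After DMSO, however, 44.6% of the former and 14.0% of the latter had such a |ΔPSI| already (Fisher's exact test, p = 3.03e-35), which leaves less room for a rise. Of those that had not, 23.4% and 30.1% had it after pladienolide B (Fisher's exact test, p = 0.0617). A move to the middle therefore cannot be told apart from other causes of the rise, since the events in the middle are few and start from larger allelic differences. Counts were also simulated from a model in which the effects of allele and treatment add on the logit scale, without an interaction. In 20 draws, 27.5% of the events on average (range 26.8% to 28.5%) had a |ΔPSI| of at least 0.1 only after pladienolide B, against 25.3% observed. Only after DMSO it was 4.80%, against 4.64%. The observed share only after pladienolide B lay below every draw, so the model, fitted to these same counts, gave too large a rise. Additive effects on the logit scale may therefore give a rise at least this large without a change in the allelic effect itself, but they do not match the observed share. The interaction of allele and treatment tests for such a change, and it passed the threshold in 2 of the 3902 events. In simulated data that test found 54% of the changed events. Those data used the lower overdispersion of the DMSO libraries in both conditions and changed only events away from the ends of the PSI scale. This share may therefore be too high. The median of A also rose, by an amount that depended on the setting. Additive effects thus stay a candidate explanation beside a loss of buffering, and these tests do not decide between them.

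Scenario 3 was the most frequent pattern across tissues. Counts simulated with effects of tissue and allele that add on the logit scale, plus sampling noise, put 67.1% of the 870 events in scenario 3 (range 64.9% to 69.5% over 20 draws), against 69.2% observed, and 16.3% in scenario 2, against 12.2%. A model without any interaction of allele and tissue may thus give the excess of scenario 3. The share of scenario 2 lies below the simulated mean, and its cause was not tested.

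When reads were thinned to 20, as in the paper's down-sampling, the median rho between |ΔPSI| and TPM was −0.107 over 3225 events, with 55.7% of them below 0 (two-sided sign-flip permutation test, p = 1e-05, the smallest that it can give). Reads were then equal in number for every event, which argues against sampling noise of events with few reads as its cause. With the quasi-binomial test, in contrast, High Divergence genes had the higher expression, while Low Divergence genes hardly differed from non-divergent genes. Within tissues, genes with divergent events had the higher expression in 6 of 7, and in cortex the log2 difference was 0.0125. After thinning to 20 reads and without a test, High Divergence against non-divergent genes gave a log2 difference of −0.31 (790 against 1626 genes). More reads giving the test more power in highly expressed genes may therefore explain the direction seen with that test. No biological explanation was tested.

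With reads thinned to 20 and no test, 25.2% of the events in cortex had a |ΔPSI| of at least 0.1, the rank of 4 from the lowest of 7 tissues and close to lung. By the quasi-binomial calls the share in cortex was 6.48%, with an interval that overlapped those of heart, kidney, lung and spleen. These values therefore do not show whether a difference in read depth between tissues contributes to the share in cortex. In kidney the share was low with the FDR of the authors' deposited table (13.9%), and 21.2% after thinning, with rank 2, so depth alone does not account for a low share there. By the quasi-binomial calls, however, kidney had 7.02%, below spleen (7.17%) alone, and with the replicate block 11.1%, the highest of all, so that its low share depends on how divergence is called. After thinning, both stayed below heart (26.8%) and spleen (26.2%). Differences between the tissues themselves were not tested.

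Among the events called divergent, between 55.9% (liver) and 63.0% (cortex) had the higher inclusion on the C57BL/6J allele in tissues. Among events that were not divergent it was between 50.4% (cortex) and 52.9% (lung). Among the divergent events of the fibroblasts the share was 51.0% after DMSO and 50% after pladienolide B. With the FDR of the authors' deposited table the share was between 52.1% (heart) and 55.4% (cortex) in tissues, 49.6% after DMSO and 49.1% after pladienolide B, so the size of the skew depends on the test. Alignment that favours one strain was not tested.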
